# Gene Expression in Brain and Liver Produced by Three Different Regimens of Alcohol Consumption in Mice: Comparison with Immune Activation

**DOI:** 10.1371/journal.pone.0059870

**Published:** 2013-03-29

**Authors:** Elizabeth Osterndorff-Kahanek, Igor Ponomarev, Yuri A. Blednov, R. Adron Harris

## Abstract

Chronically available alcohol escalates drinking in mice and a single injection of the immune activator lipopolysaccharide can mimic this effect and result in a persistent increase in alcohol consumption. We hypothesized that chronic alcohol drinking and lipopolysaccharide injections will produce some similar molecular changes that play a role in regulation of alcohol intake. We investigated the molecular mechanisms of chronic alcohol consumption or lipopolysaccharide insult by gene expression profiling in prefrontal cortex and liver of C57BL/6J mice. We identified similar patterns of transcriptional changes among four groups of animals, three consuming alcohol (vs water) in different consumption tests and one injected with lipopolysaccharide (vs. vehicle). The three tests of alcohol consumption are the continuous chronic two bottle choice (Chronic), two bottle choice available every other day (Chronic Intermittent) and limited access to one bottle of ethanol (Drinking in the Dark). Gene expression changes were more numerous and marked in liver than in prefrontal cortex for the alcohol treatments and similar in the two tissues for lipopolysaccharide. Many of the changes were unique to each treatment, but there was significant overlap in prefrontal cortex for Chronic-Chronic Intermittent and for Chronic Intermittent-lipopolysaccharide and in liver all pairs showed overlap. In silico cell-type analysis indicated that lipopolysaccharide had strongest effects on brain microglia and liver Kupffer cells. Pathway analysis detected a prefrontal cortex-based dopamine-related (PPP1R1B, DRD1, DRD2, FOSB, PDNY) network that was highly over-represented in the Chronic Intermittent group, with several genes from the network being also regulated in the Chronic and lipopolysaccharide (but not Drinking in the Dark) groups. Liver showed a CYP and GST centered metabolic network shared in part by all four treatments. We demonstrate common consequences of chronic alcohol consumption and immune activation in both liver and brain and show distinct genomic consequences of different types of alcohol consumption.

## Introduction

Effects of chronic consumption of alcohol and other drugs of abuse include tolerance and dependence and these neuroadaptations arise, at least in part, from changes in gene expression [1], [2]. Several studies show changes in gene expression in autopsy brain tissue from human alcoholics [3]–[5], potentially providing therapeutic targets for new treatments for alcoholism. However, drug development requires testing in animal models and there is only limited information on brain gene expression changes in rodent models of chronic alcohol consumption [1]. For the Preferring (P) line of rats, three studies of ethanol consumption found changes in gene expression that often varied between brain regions [6]–[8]. Mice are widely used to study alcohol consumption but analyses of brain gene expression profiles following chronic alcohol drinking are remarkably limited for mouse models [1], [9], [10] and there are no direct comparisons of genomic changes in different animal models. One theme that has emerged from studies of gene expression in human alcoholism is the role of neuroimmune genes [3], [11], [12] and differential expression of this category of genes is also seen in mice with genetic predisposition for high alcohol consumption [13]. In addition, activation of the innate immune system with LPS and the availability of chronic ethanol both increase alcohol consumption [14], [15]. This raises the question of which, if any, of the rodent models of excessive alcohol consumption show changes in gene expression, neuroimmune genes, in particular, that might be similar to human alcoholism and similar to the immune activation produced by LPS. A major consequence of chronic alcohol consumption is altered liver function, often accompanied by steatosis and other alcoholic liver injuries. A few studies have examined changes in liver gene expression produced by administration of alcohol by chronic intragastric infusion or consumption of a liquid diet [16], [17], but there is a paucity of studies of liver gene expression profiles in any of the mouse models of voluntary alcohol consumption.

The present study was designed to provide a direct comparison of the effects of chronic alcohol consumption from three different mouse models on brain (prefrontal cortex, PFC) and liver gene expression as well as to identify the ethanol treatment whose effects were most similar to the immune response produced by LPS. PFC was chosen because it is commonly used in studies of gene expression in human alcoholics [3] and is a brain region important for consequences of chronic alcohol consumption [18], [19]. We chose the continuous two bottle choice (Chronic) test because it is probably the most widely used model of mouse alcohol consumption [20], [21], the every other day or chronic intermittent (CI) model because it promotes high intake and is gaining popularity for medication development [22], [23] and the limited access drinking in the dark (DID) test because it produces high blood ethanol levels and is a model of binge drinking [15]. Inflammatory processes and activation of innate immunity is established as a critical component of alcoholic liver disease [24], [25] and is also emerging as an important determinant of alcohol effects on brain and on alcohol consumption [14], [26], [27]. Thus, it was of interest to compare immune activation following injection of lipopolysaccharide (LPS), which increases alcohol consumption, to the alcohol treatments. Microarrays were used to profile gene expression in two tissues (PFC and liver) from each of the four groups (three alcohol treatments, one LPS treatment), followed by data analysis to determine changes in gene expression produced by each treatment, the overlap of changes between treatments, pathway analysis of the gene networks and cellular enrichment of the differentially expressed genes. These data show distinct changes in gene expression in PFC and liver as well as among the treatments, but also show overlap between several of the treatments (notably, CI and LPS) and provide signaling networks that may mediate some of the consequences of chronic alcohol exposure. Comparison of gene expression changes among these four treatments and with published data on other animal models and human alcoholics provides convergent validity for the role of several signaling pathways in excessive alcohol consumption.

## Materials and Methods

### Ethics Statement

All procedures were approved by the University of Texas at Austin Institutional Animal Care and Use Committee (mouse protocol number AUP-2010–00028) and adhered to NIH Guidelines. The University of Texas at Austin animal facility is accredited by the Association for Assessment and Accreditation of Laboratory Animal Care.

### Animals for Ethanol Studies

Studies were conducted in adult drug-naïve C57BL/6J (B6) female mice from a colony maintained at the University of Texas. C57BL/6J (B6) female mice were utilized, as they are known to voluntarily consume more ethanol than males[28]–[30]. Original breeding pairs were purchased from Jackson Laboratories (Bar Harbor, ME) and mated at 8 weeks of age. Mice were initially group-housed in standard polycarbonate shoebox cages (four-five per cage), then moved to individual cages and allowed to acclimate for 1 week prior to treatment. DID animals were given an additional two-week acclimation period to adjust to the reverse light cycle (see below). Food (Prolab RMH 1800 5LL2 chow, TestDiet, Richmond, IN) and water were provided *ad libitum*, except as noted below. The colony rooms and testing rooms were maintained at an ambient temperature of 21±1°C, humidity (40–60%), and centrally controlled ventilation (12–15 cycles/h with 100% exhaust). All treatment and control groups consisted of 10 animals, except the treated CI group, which contained 11 animals. A 20% (v/v) ethanol solution was used for all studies. Ethanol and water bottles were weighed daily and animals were weighed every four days.

### Chronic Ethanol

The Chronic ethanol treatment group included 10 each treated and control mice maintained on a 12∶12 light/dark light cycle (lights on at 07∶00 AM). Mice were approximately 3 months old at the beginning of experiments. Water and ethanol were continuously available for a 30-day period and bottle positions were changed daily to control for position preference. Control animals received only water.

### Chronic Intermittent

The CI treatment utilized 11 treated and 10 control animals and employed similar conditions to those used for the Chronic study, except that ethanol was only available every other day. On days that ethanol was available, bottle positions were alternated to control for position preference. Mice were approximately 3 months old at the beginning of experiments. The total duration of the CI experiment was determined by the total amount of ethanol consumed, which was matched with the total amount of ethanol consumed in the Chronic paradigm. In the Chronic drinking paradigm, the average total ethanol intake for all mice was 406 g/kg. Thus, the CI study was concluded when the average total ethanol intake for all mice reached a similar level: 409 g/kg after 29 days of drinking. Since these animals only had access to ethanol every other day, the total length of the study, including drinking and non-drinking days, was 57 days. CI animals were maintained on a 12∶12 light/dark light cycle (lights on at 07∶00 AM). Control animals received only water. Data from all animals was used for ethanol consumption analyses. For array analysis, one treated animal was omitted (chosen at random) from microarray experiments in order to maintain continuity of sample sizes across treatment paradigms.

### Drinking in the Dark

The DID protocol was also employed as it achieves pharmacologically significant levels of ethanol [31]. For this treatment, animals (approximately 2 months old at the beginning of experiments) were maintained on a 12∶12 reverse light/dark cycle (lights on at 07∶00 PM.) Starting 3 hr after lights off, water bottles were replaced with bottles containing a 20% ethanol solution. The ethanol bottles remained in place for either 2 (first 3 days) or 4 hr (day 4) and then were replaced with water bottles. Except for this short period of time of ethanol drinking, mice had unlimited access to water. This procedure was repeated for 36 consecutive days. Control animals received only water.

### Lipopolysaccharide Treatment

Lipopolysaccharide (LPS) studies were also conducted in adult (2 months of age at the beginning of experiments) drug-naïve C57BL/6J (B6) female mice housed under the same conditions as those used in the ethanol studies. LPS is an endotoxin known to produce a strong immune response in mice that is characterized by a number of symptoms including decreased water consumption and weight loss which return to control levels after a few days [14], [32]. Moreover, ethanol consumption is increased in both male and female mice after 1 or 2 LPS injections [14]. LPS (strain O111:B4, Sigma Chemical Co., St. Louis, MO) dissolved in saline was injected at a dose of 1 mg/kg i.p. in volume 0.1 ml/10 g of body weight. A second LPS injection was made one week after the first injection and mice were euthanized one week after the second injection. This is based on our previous studies using two injections of LPS separated by one week with drinking tests beginning one week after the last injection [14]. Treatment and control groups contained 10 animals each. Control animals received saline injections in lieu of LPS.

### Tissue Harvest and RNA Isolation

Tissues were harvested between noon and 2 PM, 20–24 hours after the last exposure to ethanol or 1 week after the second LPS injection. (DID animals, which were housed on a reverse light cycle, were euthanized during the dark period whereas all other animals were euthanized during the light cycle.) To expedite the procedure and minimize RNA degradation, different individuals performed brain and liver dissections concomitantly. Animals were euthanized by cervical dislocation and brains were removed and placed in a petri dish on ice. After removal of olfactory bulbs, PFC was dissected by cutting the foremost 2 mm of the cortex on each side, at an approximate 50-degree angle from the midline of the brain. Liver samples, approximately 100 mg each, were removed from the lower lobes of the liver. All samples were immediately frozen in liquid nitrogen and stored at −80°C until use.

Total RNA was isolated according to manufacturer’s instructions using the mirVana**™** miRNA Isolation kit (Ambion, Austin, TX). Total RNAs were DNase treated (Turbo DNA-free**™**, Ambion, Austin, TX), quantified on a NanoDrop 1000 spectrophotometer (Thermo Fisher Scientific Inc., Rockford, IL), assessed for quality on an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA) and amplified/biotin-labeled using the Illumina® TotalPrep**™** RNA Amplification kit (Ambion, Austin, TX). Aliquots of labeled cRNA were sent to the Yale Center for Genome Analysis (West Haven, CT) where they were hybridized to Illumina® MouseRef-8 v2 Expression BeadChips (Illumina, Inc., San Diego, CA) according to manufacturer protocols. As each beadchip contains 8 independent arrays, samples were hybridized to beadchips in a group counter-balanced format to minimize batch effects. Each array was hybridized with material obtained from a single animal. Each expression array contains approximately 25,600 transcripts representing over 19,100 unique genes. Transcript abundance was measured by fluorescent intensity after scanning. Microarray data have been submitted to the NCBI Gene Expression Omnibus (GEO) (http://www.ncbi.nlm.nih.gov/geo/) under accession no GSE42789.

Although historically it has been standard practice to verify a subset of array-generated gene expression changes using qRT-PCR, we did not include such confirmation in the present study. We have used Illumina platforms (including the one used in this study) extensively and “validated” them with independent qRT-PCR experiments in the past. The level of correspondence between the microarray and RT-PCR results exceeds 80% [11], [33], [34].

### Statistics and Informatics

Ethanol consumption data are presented as mean ± S.E.M. Microarray data were analyzed using the R statistical environment [35] and Microsoft Excel (2011). Only genes with a detection p value ≤0.05 and present on >80% of arrays were utilized in the analysis of each tissue dataset. Variance stabilization transformation [36] and quantile normalization [37] were used to pre-process the data in Lumi [38]. Expression value outliers were removed using Grubbs’ test with a critical value of 2.21 or 2.29, depending on the number of analyzed arrays. One sample (a Chronic PFC control) clustered separately in the Lumi outlier detection tree and had more than 5% outlier genes and was thus removed from the analysis. Limma [39] was used to fit a linear model for each gene and detect differentially expressed genes using an empirical Bayes method. Fold changes in gene expression are given as change in treated relative to control. Significant overlap of differentially expressed genes among pairs of studies was assessed with a Bonferroni-corrected Chi-square goodness of fit test. The Pearson product-moment correlation was used to evaluate correlation of ethanol consumption with individual gene expression values.

Each study was assessed for the presence of either brain or liver cell type-specific genes, depending on the tissue being evaluated. Cell type-specific datasets were downloaded from the Journal of Neuroscience website: [40] (neuron, astrocyte, oligodendrocyte), the Nature Neuroscience website: [41] (microglia) or the World Journal of Gastroenterology website: [42] (hepatocyte, hepatic stem cell and Kupffer cell). The criterion for brain cell type specificity was a four-fold enrichment [11]. A ten-fold enrichment was the primary criterion used for liver cell type specificity. (See [42] for detailed information.) Gene symbols from our data and the cell-type specific data sets were converted to the currently accepted gene symbol using the Database for Annotation, Visualization and Integrated Discovery (DAVID v6.7 [43], [44]). Converted gene symbols were compared to identify cell-type specific genes present in our data sets. Mean t values were calculated for the cell-type specific genes identified in each study/tissue and a z test was used to determine whether each of these values was equivalent to zero. A Bonferroni correction was applied to p values to correct for multiple comparisons within a tissue.

Ingenuity Pathways Analysis (Ingenuity® Systems, www.ingenuity.com) was used to assess microarray data for overrepresentation of known gene networks and biological functions. All detected genes in a data set were used as the reference set; cutoffs for fold change and the associated p value were 1.2 and 0.05, respectively. Default settings were used for all other parameters. For network analysis, network eligible molecules (data set molecules that interact with the Ingenuity Knowledge Base) were used as “seeds” to generate networks whose molecules’ interconnectedness is maximized relative to their connectedness with all molecules in the knowledge base. Network scores were calculated by taking the negative log_10_ of the p value computed with Fisher’s exact test. Functional analysis identified the biological functions and/or diseases that were most significant to each data set. A right-tailed Fisher’s exact test was used to calculate the p-value determining the probability that each biological function and/or disease assigned to that data set is due to chance alone.

## Results

### Ethanol Exposure

Daily ethanol consumption by mice in both the Chronic and CI treatment groups increased steadily during the first two weeks, then remained fairly stable for the remainder of the study (Figure 1A). During the last 10 days of ethanol exposure, mice in the CI group consumed more ethanol than those in the Chronic group (CI, n = 11, mean = 16 g/kg/day; Chronic, n = 10, mean = 13 g/kg/day; student’s t test, p = 0.047). Mice in the DID paradigm consumed greater quantities of ethanol during the 4 hour exposures than the 2 hour exposures but did not reach the total consumption levels attained in the other ethanol treatment paradigms. These results are consistent with previous publications [31], [45]. In all three models, mice increased their consumption of ethanol over time as indicated by a significant difference between the first and last four sessions (Figure 1B). (Percent increase and paired t test, Chronic, 24% increase, p = 0.05; CI, 59% increase, p = 6.4E–04; DID, 46% increase, p = 1.4E–04).

**Figure 1:**
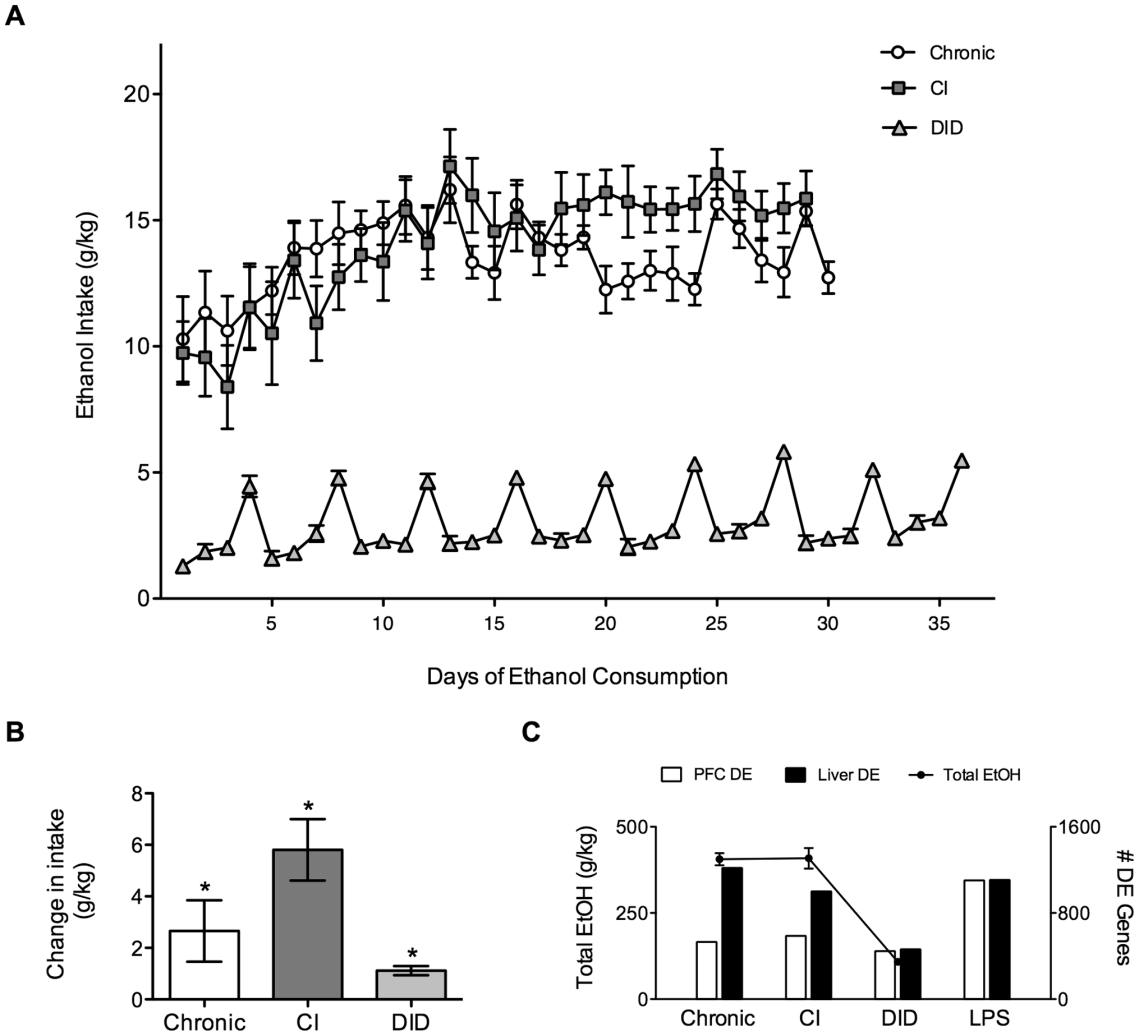
Ethanol consumption and gene expression changes in liver and prefrontal cortex. (A) Average daily ethanol intake for three ethanol treatments. The Chronic treatment (open circles) is continuous two bottle choice drinking, CI is chronic intermittent two bottle choice with access to alcohol every other day and DID is a limited daily access (2 hr or 4 hr) to alcohol. Only data for days of ethanol consumption are shown. (B) Change in ethanol intake between the first and last 4 days of each treatment (mean ± SEM). Asterisks identify a significant change in ethanol intake (paired t test, p≤0.05). (C) Total ethanol consumed (average of all animals) and the number of genes differentially expressed (DE, p<0.05) in PFC and liver in each treatment (open bars are prefrontal cortex, filled bars are liver). Values are mean ± SEM, for n = 10 (Chronic and DID), n = 11 (CI). For some values, error bars are smaller than the symbols.

### Gene Expression Changes

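Transcripts of prefrontal cortex (PFC) and liver were measured on 159 Illumina bead arrays, 1 for each tissue of a mouse. Each treatment had its own controls: water for the Chronic, Chronic Intermittent (CI) and Drinking in the Dark (DID) ethanol tests, and saline injections for lipopolysaccharide (LPS), a bacterial product that activates innate immunity. Each tissue and treatment had 10 treated and 10 control mice, except for 9 controls in Chronic PFC. Ethanol was offered at 20%, and tissue was taken 20 to 24 h after the last access. LPS was given at 1 mg/kg in 2 injections, and tissue was taken 1 week after the last. The paper states that DID mice, kept on a reversed light cycle, were killed in their dark phase and all others in the light phase. The values analysed are the authors' log2 intensities, which already include variance stabilization and quantile normalization in lumi, a filter on detection and the removal of outlying single values by Grubbs' test. The bead signals from before normalization carry column numbers that no label ties to a mouse, and were not used here. PFC had values for 11269 to 12125 transcripts and liver for 8924 to 10068, with 0.493% to 0.619% of the single values blank and at most 2 blanks for a transcript. From 853 to 1364 transcripts of a comparison held a blank. The values ran from 7.7 to 15.65, with medians of 8.63 to 9.23, so that many transcripts lie near the floor of the scale, and the number of arrays limits the precision. Each treatment was compared with its controls within a tissue by limma, with p-values adjusted by Benjamini and Hochberg over the transcripts of that comparison. A transcript is said to rise or fall only at an adjusted p under 0.05, and DE means an unadjusted p under 0.05, as in the paper. A gene with several probes is given by the probe with the highest mean signal, and each change is treated less control in log2, with its standard error (SE). Lists of marker and pathway genes, most of them written before the data were examined, were tested by the mean of limma's moderated t with camera, which compares the genes of a list with all other genes. Camera was run with a preset correlation of 0.01 between genes, adjusted over lists and treatments within a tissue, and again with a correlation estimated from the arrays.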

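Single transcripts of liver, among them some of lipid handling, metal binding and daily rhythm, passed the adjusted test with ethanol or LPS, and in PFC transcripts passed with LPS alone. In Chronic liver, 90 transcripts rose and 61 fell. Acot1, an acyl-CoA thioesterase on chromosome 12 of GRCm38.p6 (84009502 to 84017670), rose by 0.85 (SE 0.17, adjusted p = 0.0172, higher in 10 of 10 mice). Plin2, which coats lipid droplets, rose by 0.59 (SE 0.14, adjusted p = 0.0340), and Pex11a, a protein of peroxisomes, rose by 0.61 (SE 0.12, adjusted p = 0.00964). Serpina1e, an alpha-1-antitrypsin gene, fell by 1.65 (SE 0.41, adjusted p = 0.0441), and the metallothionein Mt1 fell by 0.75 (SE 0.16, adjusted p = 0.0238). In CI liver 14 transcripts rose and 8 fell. Usp2, a ubiquitin protease of the clock, rose by 0.92 (SE 0.15, adjusted p = 0.0105), and Hsd17b11, a lipid droplet enzyme, rose by 0.39 (SE 0.08, adjusted p = 0.0479). In DID liver 1 transcript rose, that of the retinol dehydrogenase Rdh9 (0.69, SE 0.09, adjusted p = 0.00149, higher in 10 of 10 mice), and 1 fell, that of the histone gene H4c8 (-0.27, SE 0.05, adjusted p = 0.0497). LPS liver had 35 that rose and 18 that fell. In PFC 10 transcripts rose and 3 fell with LPS, and 0 of the Chronic, CI and DID comparisons had an adjusted p under 0.05 in limma. Transcripts with values numbered 12125, 11269, 11473 and 11508 in PFC and 10068, 9561, 8924 and 9550 in liver for Chronic, CI, DID and LPS. DE transcripts numbered 531 (4.38%), 587 (5.21%), 445 (3.88%) and 1103 (9.58%) in PFC, and 1219 (12.1%), 1001 (10.5%), 463 (5.19%) and 1107 (11.6%) in liver. A p under 0.05 is met by 5% of unchanged transcripts, and the 3 alcohol comparisons in PFC and DID liver lay near or under that share. Over transcripts with no blank value the adjusted counts were 43 in Chronic, 9 in CI and 32 in LPS liver and 7 in LPS PFC, and with weights on the arrays 272, 48, 79 and 19. Both settings were chosen after the data were seen. With the replicate number as a term, an alternative set in advance, the adjusted counts of these comparisons were lower than in the main fit. Nearly all calls of LPS PFC were then lost.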

For all groups, more genes were expressed in PFC than in liver, but liver showed both a larger number and percentage of significantly regulated (Differentially Expressed, DE) transcripts (Table 1). Total ethanol consumption paralleled gene regulation in that treatments (Chronic and CI) evoking greater ethanol consumption also yielded a larger number of regulated transcripts than the lower consumption test (DID), especially in the liver (Figure 1C). This likely reflects the increased metabolic load imposed on the liver with increasing amounts of ethanol. 

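Chronic ethanol raised the liver's genes of fatty acid oxidation, of which 26 targets of the receptor PPAR alpha were measured. In Chronic mice all 26 were higher, 21 of them DE, and 9 rose at an adjusted p under 0.05 (20 when adjusted over the list alone). Their mean t was 3.19 (camera adjusted p = 1.0e-23, and adjusted p = 0.0188 with an estimated correlation). Cyp4a14, an omega hydroxylase of fatty acids, rose by 0.53 (SE 0.09, adjusted p = 0.00438), Eci2, an enoyl-CoA isomerase, by 0.32 (SE 0.05, adjusted p = 0.00305) and Bdh1, an enzyme of ketone bodies, by 0.34 (SE 0.07, adjusted p = 0.0125). In CI mice, which the paper gives a mean intake of 409 g/kg against 406 g/kg for Chronic, 23 of the 26 genes were higher, with a mean t of 1.25. The camera result for CI had an adjusted p of 1.1e-04, and of 0.502 with an estimated correlation. Of 106 differences between treatments in a list's mean change in liver, 8 passed by 100000 permutations, and none was of these genes. DE transcripts that changed by at least 1.2-fold numbered 201 in Chronic liver, 111 in CI liver and 60 in DID liver. In PFC they numbered 49, 84 and 14. The arrays of DID liver fell into 3 clusters by their values, each with as many ethanol as water mice. With these clusters as a term, chosen after the data were seen, DID liver had 884 DE transcripts, of which 27 passed at an adjusted p under 0.05. The intake of single mice was not analysed here. The paper proposes that the order of the treatments reflects the metabolic load on the liver.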

The LPS injections strongly perturbed the PFC transcriptome and LPS-treated animals exhibited almost twice as many DE genes as the Chronic and CI treatments (Table 1). 

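In PFC, LPS raised lysozymes, an Fc receptor and matrix genes 1 week after the last injection. Lyz1 rose by 0.42 (SE 0.08, adjusted p = 0.0377) and Lyz2, the lysozyme of microglia and other macrophages, by 0.25 (SE 0.05, adjusted p = 0.0377). Fcgrt, the neonatal Fc receptor, rose by 0.23 (SE 0.04, adjusted p = 0.0377), and Acer2, an alkaline ceramidase, by 0.26 (SE 0.04, adjusted p = 0.0270). Mgp, matrix Gla protein, rose by 0.46 (SE 0.09, adjusted p = 0.0433), and Dcn, decorin, by 0.41 (SE 0.08, adjusted p = 0.0377). The transcription factor Pou6f1 fell by 0.19 (SE 0.04, adjusted p = 0.0377), as did Tlcd4 (SE 0.03, adjusted p = 0.0377). Lyz1, Lyz2, Fcgrt, Acer2, Mgp and Dcn were higher than the saline mean in 10 of 10 LPS mice. Mgp and Dcn are also expressed by fibroblasts of meninges and vessels, and all 20 measured genes of these cells were higher after LPS. Their mean t was 2.91 (camera adjusted p = 1.8e-20, and adjusted p = 0.0660 with an estimated correlation), with 14 of the 20 DE. Of 4 measured genes of blood, 3 were DE and higher (mean t 2.23, adjusted p = 0.155 with an estimated correlation), among them the hemoglobin genes Hba-a1 (0.53) and Hbb-bt (0.42). The counts of 531 higher and 572 lower DE transcripts were 1.92 times what unchanged transcripts would give. With a score of 9 meningeal genes as a term, chosen after the data were seen, 859 were DE and 0 had an adjusted p under 0.05 in limma.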

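In liver, LPS raised single genes of neutrophils, sinusoids, daily rhythm and fatty acid synthesis, and its interferon genes were lower on balance. S100a8, a calcium-binding protein of neutrophils, rose by 1.02 (SE 0.22, adjusted p = 0.0272), and its partner S100a9 had a change of 0.56 (SE 0.14, adjusted p = 0.0549). Blood genes were higher in the same livers by camera with the preset correlation, but not with an estimated one. Lyve1, a hyaluronan receptor of sinusoidal endothelium, rose by 0.53 (SE 0.07, adjusted p = 4.5e-04). Lpin1, a phosphatidate phosphatase, rose by 0.46 (SE 0.10, adjusted p = 0.0333), and the tubulin gene Tubb4b fell by 0.44 (SE 0.10, adjusted p = 0.0458). All 17 measured genes of fatty acid synthesis were higher, 8 of them DE, with a mean t of 2.11 (camera adjusted p = 5.0e-08, and adjusted p = 0.113 with an estimated correlation). Among them Scd1, a desaturase, rose by 0.36 (adjusted p = 0.0114). Of 26 interferon and MHC class I genes, 20 were lower, 9 of them DE, with a mean t of -1.61 (adjusted p = 1.2e-06, and 0.105 with an estimated correlation). Irf9, which carries interferon signals to the nucleus, fell by 0.20 (adjusted p = 0.0314). DE transcripts went in both directions, with 593 higher and 514 lower after LPS, 635 and 584 in Chronic, 500 and 501 in CI, and 267 and 196 in DID. The median fold change of DE transcripts was 1.10 for LPS and 1.11, 1.09 and 1.10 for Chronic, CI and DID.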

In liver, the LPS and ethanol treatments generated comparable numbers of DE genes.

**Table 1:** Total number of transcripts detected and differentially expressed in liver and PFC.

Study	Tissue	Total # Detected Transcripts	# DE* transcripts (p<0.05)	% DE* transcripts (p<0.05)
Chronic	PFC	12125	531	4.4%
Chronic	Liver	10068	1219	12.1%
CI	PFC	11269	587	5.2%
CI	Liver	9561	1001	10.5%
DID	PFC	11473	445	3.9%
DID	Liver	8924	463	5.2%
LPS	PFC	11508	1103	9.6%
LPS	Liver	9550	1107	11.6%

* DE = differentially expressed.

Overlap of regulated transcripts in pairs of studies for each tissue type was evaluated by comparing probe IDs of DE genes from each pair of studies (Figure 2). In PFC, there was significant overlap between Chronic and CI and between CI and LPS, but no overlap for the other pairs of treatments. 

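Genes that Chronic and CI drinking shared in PFC included a peptide, a retinoid receptor and a potassium channel. Grp, gastrin-releasing peptide, was DE and lower in both (-0.24, SE 0.08, in Chronic and -0.26, SE 0.10, in CI). Rarb, a retinoic acid receptor, was DE and higher in both (0.18, SE 0.08, and 0.43, SE 0.17), as was the channel gene Kcna5 (0.09, SE 0.04, and 0.26, SE 0.07). None of these genes passed the adjusted test. Of the 11148 transcripts measured in both, 40 were DE in both where 26.1 would be so by chance (ratio 1.53, one-sided Fisher's exact test, p = 0.0271 after Bonferroni over 6 pairs). CI and DID shared 35 DE transcripts against 22.8 by chance (ratio 1.53, p = 0.0457 by the same test). That overlap did not pass by the methods' chi-square test (p = 0.0641), over transcripts with no blank value (p = 0.260) or with array clusters as a term (p = 0.222), and it had p = 0.0103 with array weights and p = 1 at p under 0.01. The pairs without CI stayed near chance, with 21 against 19.4 for Chronic and DID, 45 against 49.2 for Chronic and LPS and 42 against 43.1 for DID and LPS, each with p = 1. A pair of CI control samples stands apart from all other CI samples in markers of other brain regions. Without them, an alternative chosen after the data were seen, Chronic and CI shared 32 DE transcripts against 30.0 by chance (ratio 1.07, p = 1), and over the other alternatives p ranged from 0.00470 with no blank values to 0.862 at p under 0.01.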

In liver, all pairwise comparisons showed an overlap of DE genes that was significantly greater than expected by chance for all study comparisons (Figure 2). Moreover, the majority of shared DE genes tend to be regulated in the same direction in both studies (Figure 2). 

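Some liver genes moved with more than 1 treatment. Serpina7, thyroxine-binding globulin, rose by 0.86 in Chronic (SE 0.14, adjusted p = 0.00305) and had a change of 0.48 in DID (SE 0.11, adjusted p = 0.193), higher in 10 of 10 mice in both. Ddc, dopa decarboxylase, fell by 0.54 in CI (SE 0.11, adjusted p = 0.0416) and by 0.59 after LPS (SE 0.14, adjusted p = 0.0479). Every pair of treatments passed the one-sided Fisher's exact test for shared DE transcripts with Bonferroni over 6 pairs, which takes transcripts as independent. Chronic shared 156 with CI against 126 by chance (p = 0.0108), 109 with DID against 59.8 (p = 4.5e-10) and 178 with LPS against 140 (p = 0.00109). CI shared 87 with DID against 49.6 (p = 4.1e-07), and DID shared 78 with LPS against 55.0 (p = 0.00442). The ratios of observed to expected for these 5 pairs were 1.24, 1.82, 1.28, 1.76 and 1.42. With the array clusters of DID as a term, chosen after the data were seen, DID shared 193 with Chronic against 116, 158 with CI against 95.4 and 142 with LPS against 105. With weights on the arrays, an alternative chosen after the data were seen, the ratio for Chronic and LPS was 1.15 (p = 0.0584). At p under 0.01 the overlaps of Chronic and CI (p = 0.153), Chronic and LPS (p = 0.0564) and DID and LPS (p = 0.0517) did not pass. Over transcripts with no blank value all 3 did (p = 0.00393, 1.7e-04 and 0.0444).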

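Shared DE genes moved the same way in some pairs of treatments and opposite ways in others. In liver, 112 of the 156 shared by Chronic and CI moved the same way (71.8%), 86 of 109 for Chronic and DID (78.9%), 78 of 87 for CI and DID (89.7%) and 52 of 78 for DID and LPS (66.7%). For Chronic and LPS it was 67 of 178 (37.6%), fewer than the equal share (exact binomial test, two-sided, p = 0.0145 after Bonferroni over 12 pairs), by a test that takes transcripts as independent. An example is Mgst3, a microsomal glutathione transferase, at 0.25 in Chronic (SE 0.07) and -0.18 after LPS (SE 0.04), DE in both. In PFC, 23 of 40 moved the same way for Chronic and CI (57.5%) and 13 of 21 for Chronic and DID (61.9%). The counts were 14 of 45 for Chronic and LPS (31.1%), 9 of 35 for CI and DID (25.7%) and 6 of 42 for DID and LPS (14.3%, p = 3.4e-05 by the binomial test). The collagen gene Col6a1 was DE and lower in DID (-0.25, SE 0.08) and DE and higher after LPS (0.24, SE 0.08). Dcn was lower in DID (-0.20, SE 0.08, adjusted p = 0.999), against its rise after LPS. A majority moved the same way in 3 of 6 pairs in PFC and 5 of 6 in liver, with CI and LPS included.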

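In PFC, the immediate early genes Egr2, Egr4 and Fosb were DE and higher with both CI drinking and LPS. Egr2 had a change of 0.36 with CI (SE 0.16) and of 0.36 with LPS (SE 0.10), and Egr4 of 0.71 (SE 0.33) and 0.36 (SE 0.11). Fosb was at 0.23 (SE 0.11) and 0.22 (SE 0.07), Id4, a regulator of transcription, at 0.27 (SE 0.07) and 0.19 (SE 0.06), and Emb, embigin, was lower in both (-0.34, SE 0.16, and -0.08, SE 0.04). These genes were DE in both treatments, and none passed the adjusted test. Of 19 measured immediate early genes, 19 were higher in CI (mean t 1.77, adjusted p = 0.352 with an estimated correlation) and 15 after LPS (mean t 1.51, adjusted p = 0.206). Against the other controls, a pair of CI control samples that stands apart was at -0.69 on average in these genes, and without it the mean t in CI was 1.11 (adjusted p = 0.569 with an estimated correlation). Of 10926 transcripts measured in both, 90 were DE in both against 56.2 by chance (one-sided Fisher's exact test, p = 2.0e-05 after Bonferroni), by a test that takes transcripts as independent. Of these 50 were higher in both and 28 lower in both. The balance of directions turned without that pair (133 shared, 55 higher and 75 lower in both), and with array weights it was 71 and 58, both chosen after the data were seen. In liver, CI and LPS shared 231 DE transcripts against 116 by chance (p = 2.2e-27), with 108 higher in both and 105 lower in both. Nt5e, the ecto-enzyme that makes adenosine, fell by 0.53 after LPS (SE 0.09, adjusted p = 0.00458, lower in 10 of 10 mice) and was at -0.34 in CI (SE 0.14, adjusted p = 0.345). Ciart, a repressor of the clock, rose in both, by 0.48 in CI (SE 0.10, adjusted p = 0.0479) and by 0.51 after LPS (SE 0.08, adjusted p = 0.00183).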

LPS and CI treatments displayed the most similarly regulated transcripts in PFC (78 transcripts) and in liver (213 transcripts).

**Figure 2:**
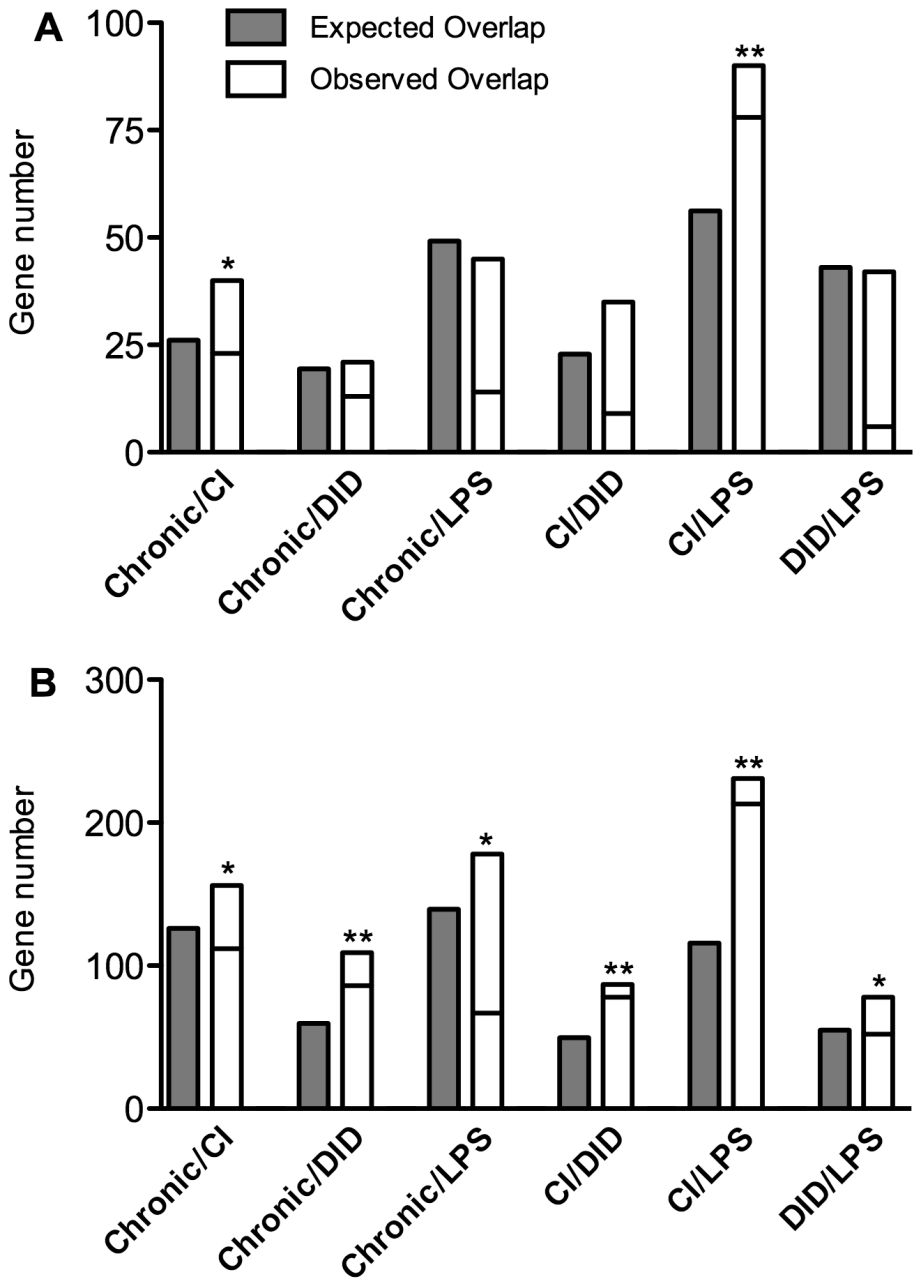
Overlap of differentially expressed genes in pairs of studies for each tissue. (Panel A, PFC; Panel B, liver). Filled bars show the number of genes expected to be differentially expressed in both compared studies. Open bars show the observed number of shared, differentially expressed genes, with a horizontal line indicating the observed number of genes regulated in the same direction. Observed values are significantly greater than expected by chance (Bonferroni-corrected Chi square goodness-of-fit) at p<0.05 (*) and p<0.0001 (**).

### Correlation of Gene Expression and Alcohol Consumption

Using data from individual mice, total ethanol consumption was correlated with PFC gene expression (p<0.05) for 753 and 702 transcripts in Chronic and CI treated animals, respectively (Table S1). Likewise, liver from Chronic animals contained a large number (942) of transcripts whose expression levels were significantly correlated with total ethanol consumption (Table S2). Other treatments gave smaller numbers of correlated transcripts, and about 400 transcripts were significantly correlated with total ethanol consumption in either liver or PFC from DID-treated animals and liver from CI treated animals (Tables S1 and S2).

### Cell-type Analysis of Expression

We next used cell-type specific databases to ask which treatments might disproportionately affect genes enriched in different types of cells. The clearest finding is that LPS treatment increased expression of genes enriched in PFC microglia and liver Kupffer cells (Figure 3). 

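LPS raised genes of microglia and of complement in PFC, and in liver the macrophage receptor Marco. Of 24 measured microglia genes, 9 were DE and higher and 2, Gpr34 and Irf8, DE and lower, and 8 rose when adjusted over the list alone. Their mean t was 1.33 (camera adjusted p = 1.1e-05, and adjusted p = 0.0274 with an estimated correlation). Fcer1g, a chain of Fc receptors, was at 0.12 (SE 0.04, adjusted p = 0.207), and the adaptor Tyrobp at 0.09 (SE 0.03, adjusted p = 0.260), each higher in 9 of 10 mice. Of 16 genes of complement and innate immunity, 15 were higher and 9 DE, and 6 rose when adjusted over the list alone, with a mean t of 2.20 (adjusted p = 5.0e-10, and 0.0155 with an estimated correlation). C1qb was at 0.12 (SE 0.04), C4b at 0.12 (SE 0.04) and the complement inhibitor Serping1, also a marker of meninges, at 0.26 (SE 0.06, adjusted p = 0.116). Fibroblast genes of meninges and vessels (mean t 2.91, 20 of 20 higher) and blood genes (mean t 2.23) were higher in the same samples. The 19 measured neuron genes had a mean t of -0.98 (adjusted p = 0.00663, and 0.185 with an estimated correlation). In liver, Marco (ILMN_1229922) went from 8.23 ± 0.08 in saline mice to 8.58 ± 0.04 in LPS mice (SD, n = 10 each), a rise of 0.35 (SE 0.03, adjusted p = 7.9e-06). Of 19 measured Kupffer cell genes, 13 were higher but 2 were DE, with a mean t of 1.29 (camera adjusted p = 8.7e-04, and adjusted p = 0.907 with an estimated correlation). Saline mouse 5 had the highest Kupffer score of its group. Other liver cells had values of the same sign, with mean t of 1.3 for 11 stellate cell genes (adjusted p = 0.381 with an estimated correlation) and 0.86 for 16 sinusoidal endothelial genes (adjusted p = 0.544). The 3 measured neutrophil genes had a mean t of 3.20 (adjusted p = 0.144). Blood genes of the same livers were also higher by camera with the preset correlation, and did not pass with an estimated one. From the mean t values of its own marker genes, the paper concludes that LPS altered expression in both macrophage-derived cell types.

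**Figure D1:**
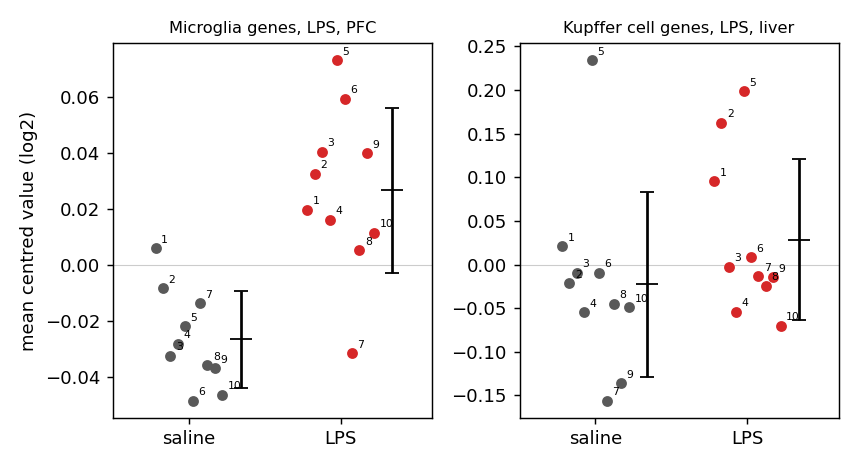
Mean log2 value of microglia genes in PFC and of Kupffer cell genes in liver, centred for each gene, for each saline and each LPS mouse, with the mean and SD of the group. The Kupffer score of saline mouse 5 lies above those of the other saline mice.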

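In PFC cell-type genes were at small changes after the alcohol treatments, and none of these genes passed the adjusted test. In Chronic mice 18 of 20 astrocyte genes were higher, with a mean t of 0.71 (camera adjusted p = 0.0254, and adjusted p = 0.156 with an estimated correlation). Microglia genes had a mean t of -0.41 and neuron genes of 0.07. In CI mice the mean t was -0.42 for astrocyte, 0.11 for microglia and 0.20 for neuron genes, the last turning to -0.74 without the pair of CI controls apart (adjusted p = 0.0224, and 0.410 with an estimated correlation). In DID mice all 19 oligodendrocyte genes were higher by small amounts, with a mean t of 0.79 (adjusted p = 0.00427, and 0.463 with an estimated correlation). DID had a mean t of -0.47 for astrocyte, 0.45 for microglia and 0.26 for neuron genes. Of cells outside cortex, lists of striatal neurons, fibroblasts and olfactory bulb neurons passed camera with the preset correlation in some treatments, and none with an estimated one, by which the last was not tested in DID. Striatal neuron genes had a mean t of 1.32 in Chronic (12 genes, adjusted p = 3.2e-04, and 0.126 with an estimated correlation). Fibroblast genes of meninges and vessels had a mean t of -1.38 in CI (adjusted p = 3.3e-05, and 0.413 with an estimated correlation) and of -0.90 in DID (adjusted p = 7.3e-04, and 0.569). Without the pair of CI control samples apart, a test chosen after the data were seen, the CI value was -0.53 (adjusted p = 0.158). In DID, 4 genes of olfactory bulb neurons had a mean t of -1.89 (adjusted p = 5.5e-04), among them Calb2, calretinin, at -0.92 (SE 0.36, adjusted p = 0.999).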

The alcohol treatments produced modest changes in cell-type specific expression in PFC (Figure 3A). It should be noted that these analyses are based on all genes with cell-type enrichment whereas the data in Figure 2 are derived from all differentially expressed genes, thus the overlaps seen in Figure 2 (e.g., CI and LPS) are not prominent in the cell-type analysis.

**Figure 3:**
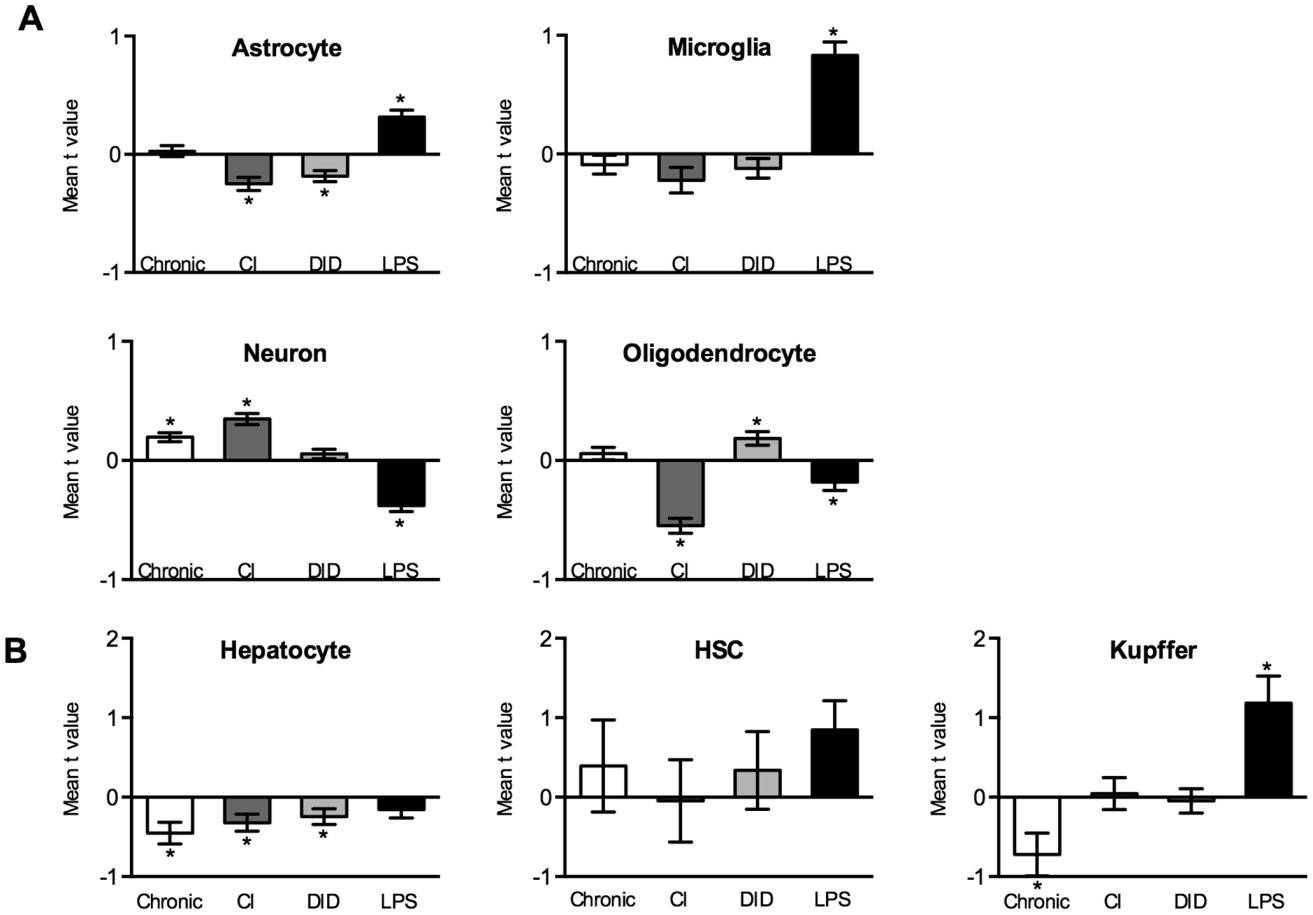
Mean t values of cell-type specific genes expressed in PFC and liver. Bars show mean t values (+/− SEM) of cell-type specific genes identified in each treatment. Asterisks identify cell-type specific t-means that are significantly different (by z test, Bonferroni-corrected, p<0.05) from the mean t value of all cell-type specific genes [n] detected in the given study. A. PFC (Astrocyte, n = 451–468; Microglia, n = 144–156; Neuron, n = 695–750; Oligodendrocyte, n = 264–297) B. Liver (Hepatocyte, n = 210–226; HSC, n = 11–15; Kupffer, n = 21–32).

### Ingenuity Pathway Analysis (IPA)

IPA identified the CI treatment as containing the most statistically significant networks and biological functions in PFC (Table S3). Neurological disease and genetic disorders were the top identified biological functions and were also represented among the functions of the top five networks, thus we chose to investigate these annotation groups further. Since IPA functional groups do not represent a known biological network *per se*, we used the top biological function results to derive our own network. Briefly, the two genetic disorder-related annotation groups containing the largest numbers of molecules (“genetic disorder” and “Huntington’s disease”) were combined and their molecules connected by knowledge base relationships to form a preliminary network. This network was “grown” once, adding a limited number of related molecules with high specific connectivity to the network. The resulting PFC network contains a variety of genes involved with dopaminergic signaling, as well as genes related to immune function (Figure 4A). 

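The network of Fig. 4A holds 22 genes that were DE in CI PFC, of which 19 were higher and 3, Dcn, Emb and Grp, lower. Among those of dopamine and retinoid signaling, the neuropeptide gene Tac1 was higher by 0.90 (SE 0.28, p = 0.00450, in 9 of 10 mice) and Rxrg by 0.33 (SE 0.14, p = 0.0234). The potassium channel subunit Kcnab1 was at 0.33 (SE 0.08) and the matrix gene Ctgf at 0.45 (SE 0.14), each higher in 10 of 10 mice. None of the 22 passed the adjusted test, with a smallest adjusted p of 0.469. The 10 network genes that the paper's text names had a mean t of 2.89, all higher and DE (camera adjusted p = 6.2e-14, and adjusted p = 0.152 with an estimated correlation). The study chose these genes on the same samples for being DE there. Their mean t, the camera result and their 10 calls when adjusted over the list alone are thus not independent evidence. Genes of striatal neurons outside the network moved with them, 14 of 15 being higher with a mean t of 1.76 (adjusted p = 9.5e-08, and 0.206 with an estimated correlation). Rgs9, a striatal regulator of dopamine receptors, was at 1.11 (SE 0.39, p = 0.00935). A pair of CI control samples stands apart, and without it, a test chosen after the data were seen, the network genes had a mean t of 2.29, with 5 of 10 DE, and the striatal genes of 1.23.

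**Figure D2:**
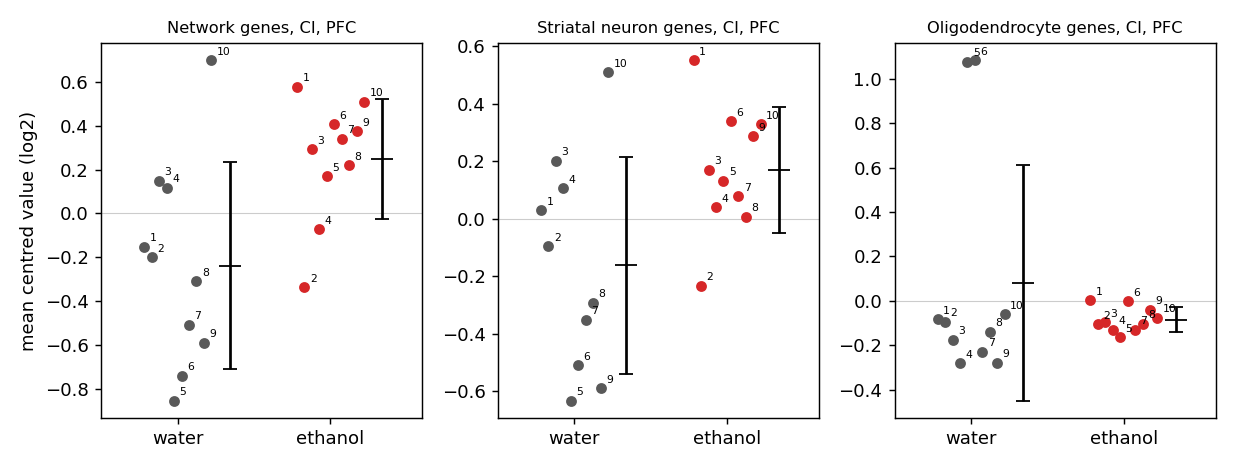
Mean log2 value of the network genes, of striatal neuron genes and of oligodendrocyte genes, centred for each gene, for each water and each ethanol mouse of CI PFC, with the mean and SD of the group. Network scores run from -0.85 to 0.70 in water and from -0.34 to 0.58 in ethanol mice, and water samples 5 and 6 have oligodendrocyte scores of 1.08 and 1.08.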

Notably, when data from each of the other studies are overlaid on this CI dopaminergic network, similarities between LPS and CI treatments are revealed. These similarly regulated genes are identified in the tables to the left in Figure 3.

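Laid over the 22 network genes, LPS PFC had 9 that were DE and higher and 1 DE and lower, of 21 measured. Of all transcripts in LPS PFC, 9.6% were DE. The network hub Ppp1r1b, DARPP-32, was at 0.29 (SE 0.13, p = 0.0316), Tac1 at 0.45 (SE 0.15, p = 0.00582) and Actn2, an actinin of synapses, at 0.10 (SE 0.05, p = 0.0342). Dcn, lower in CI (-0.45, SE 0.21), was the 1 gene that passed the adjusted test after LPS, and it rose. Chronic PFC had 5 of the 22 DE and higher and 1 DE and lower, and 2 more, Ppp1r1b and Dcn, by weaker probes. DID PFC had 0 DE and higher and 2 DE and lower, by limma's unadjusted p. The network genes that the text names had a mean t of 2.19 after LPS (9 genes, camera adjusted p = 2.5e-06, and adjusted p = 0.0560 with an estimated correlation), and LPS mouse 3 stood apart as the highest (Dixon ratio 0.488). Their mean t was 1.55 in Chronic (adjusted p = 7.7e-05, and 0.175 with an estimated correlation) and 0.19 in DID. Striatal neuron genes had a mean t of 0.95 after LPS (adjusted p = 0.0319, and 0.446 with an estimated correlation), of 1.32 in Chronic (adjusted p = 3.2e-04, and 0.126) and of 0.58 in DID. The paper states that the overlay reveals similarities between LPS and CI.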

**Figure 4:**
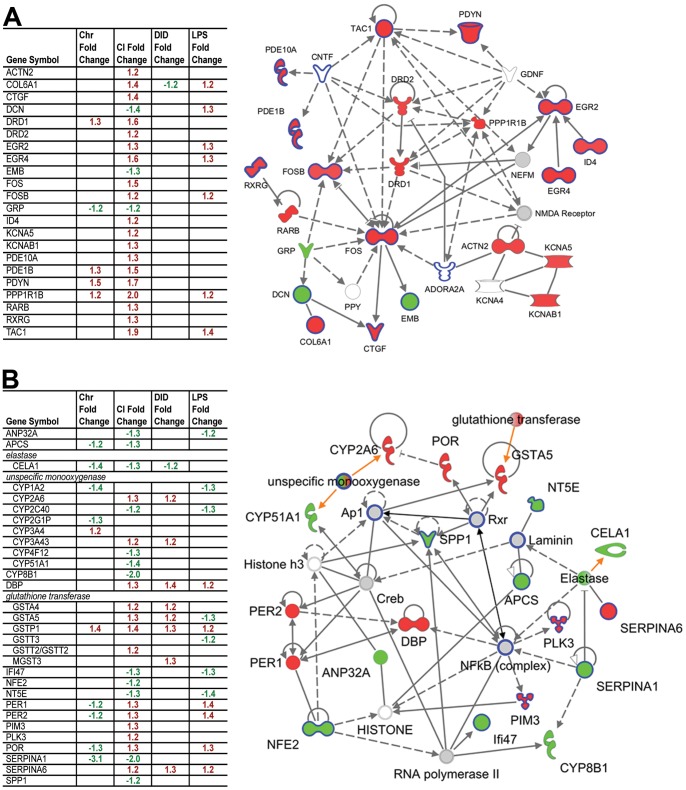
Gene networks derived from Chronic Intermittent (CI) data. Red and green fill indicate up- and down regulation, respectively in treated animals relative to controls (fold change ≥1.2, p<0.05). Gray fill indicates gene was not differentially expressed using these thresholds. White fill indicates genes not detected in our data, but added to the network due to their connectedness with other genes. Orange arrows point to members of a gene family. Solid lines indicate direct relationships; hashed lines are indirect relationships. Dark blue outlines identify genes that regulate cytokines or are regulated by cytokines or LPS. Tables show the fold changes of network genes up regulated (red) and down regulated (green) in all four data sets at p<0.05. Shapes represent molecule types. Genes are identified with human gene symbols. See Figure S1 for legend of molecule shapes. A. Neuronal network derived from PFC. B. Top network derived from liver.

The top network identified in CI liver (Figure 4B) was associated with drug metabolism, glutathione depletion and behavior (Table S3). In contrast to the PFC network detailed above, this network showed many similarities among liver from all four treatments, suggesting a more generic response in liver than PFC.

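In CI liver, genes of cholesterol synthesis were lower and those of the clock and of glutathione transfer higher by camera with the preset correlation, but not with an estimated one. Of the 30 genes shown in Fig. 4B, 27 were measured, and 10 were DE and higher and 9 DE and lower. Cyp2a5, a P450 of drug and nicotine metabolism, was at 0.28 (SE 0.06, adjusted p = 0.0575) by its strongest probe, while another of its probes rose by 0.43 (adjusted p = 0.0333). Gsta4 was at 0.30 (SE 0.11), Gstt2 at 0.31 (SE 0.11) and Cyp8b1, which shapes bile acids, at -0.98 (SE 0.35, adjusted p = 0.290). The 27 measured P450 genes had a mean t of 0.34 (camera adjusted p = 0.369). The 22 glutathione transferase genes had a mean t of 0.87 (adjusted p = 0.0159, and 0.502 with an estimated correlation). Of 15 clock genes 6 were DE and higher, with a mean t of 1.67 (adjusted p = 3.8e-05, and 0.105 with an estimated correlation). All 18 genes of cholesterol synthesis were lower and 14 of them DE, with a mean t of -2.62 (adjusted p = 1.1e-13, and 0.173 with an estimated correlation). They include Cyp51, a member of the network (-0.52, SE 0.18), Hmgcs1 (-0.64) and Msmo1 (-0.65), of which none passed the adjusted test.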

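Gstp1 was higher in liver in all 4 treatments, while the mean changes of the glutathione transferase and clock lists differed between Chronic and LPS. Gstp1, a pi-class transferase on chromosome 19 (4035411 to 4037912), rose by 0.46 in Chronic liver (SE 0.07, adjusted p = 0.00122, higher in 10 of 10 mice). It was at 0.38 in CI (SE 0.14), 0.38 in DID (SE 0.12) and 0.20 after LPS (SE 0.09), DE in each. The Chronic value is from ILMN_1223230 and the others from ILMN_2677046, and each of these probes was DE and higher in all 4. A weaker probe, ILMN_2793329, was at 0.12 in Chronic and 0.18 in CI, both DE, but at 0.02 after LPS (p = 0.669 in limma). Glutathione transferase genes as a group had a mean t of 1.24 in Chronic and 0.90 in DID (camera adjusted p = 0.00126 in both, and 0.173 with an estimated correlation). After LPS the mean t was -0.93 (adjusted p = 0.0137, and 0.512 with an estimated correlation). The difference between Chronic and LPS in the list's mean was 0.16 (permutation test, 100000 permutations, adjusted p = 0.0398). Clock genes had a mean t of -0.38 in Chronic, 0.42 in DID and 1.78 after LPS (adjusted p = 2.5e-05 for LPS, and 0.598 with an estimated correlation). The paper states that DID mice were killed in their dark phase and all others in the light phase. Clock values of DID are thus from another phase of the day than those of the other treatments. Per2 was at -0.24 in Chronic (SE 0.07) and at 0.33 after LPS (SE 0.11), and the lists' means differed by -0.19 (permutation test, adjusted p = 0.0322). These permutations were added after the data were seen, and with the 100 planned first 0 of 106 differences in liver passed (smallest adjusted p = 0.106). P450 genes had a mean t of -0.73 in Chronic (adjusted p = 0.0359, and 0.502 with an estimated correlation), 0.28 in DID and -0.85 after LPS (adjusted p = 0.0159, and 0.383). Of the 27 genes of the network measured, 3 were DE and higher and 7 lower in Chronic, 7 and 1 in DID, and 5 and 6 after LPS. The paper proposes a more generic response in liver than in PFC.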

## Discussion

One of the most surprising findings from this work is the distinct effects of the three alcohol treatments on the PFC transcriptome. Despite consuming the same total amount of alcohol, the Chronic and CI groups showed many differences in gene expression. 

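In PFC 0 transcripts passed the adjusted test in limma for Chronic or CI drinking (531 and 587 DE), and those named next are among the smallest p-values of each. In Chronic mice, Vapb, a protein of endoplasmic reticulum contacts, was at -0.50 (SE 0.10, adjusted p = 0.198), and the RNA-binding gene Raly was at -0.56 (SE 0.12, adjusted p = 0.266), each lower in 10 of 10 mice. In CI mice, Myd88, the adaptor of Toll-like receptors, was at -0.16 (SE 0.03, adjusted p = 0.348, lower in 9 of 9 mice with a value). Sertad4 was at 0.28 (SE 0.06, adjusted p = 0.469) and the cell cycle inhibitor Cdkn1c at -0.33 (SE 0.08, adjusted p = 0.469). Across genes, which are not independent replicates, the changes in Chronic and CI had a Pearson correlation of 0.13. Without the pair of CI control samples that stands apart, left out after the data were seen, it was 0.01. Whether lists of genes differed between treatments was tested in 96 comparisons in PFC with 100000 permutations, and 0 passed (smallest adjusted p = 0.0812).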

The CI test was originally derived from studies in rats that showed a marked escalation of alcohol consumption with every other day access [23] and CI, but not Chronic, drinking is inhibited by chlorzoxazone [22] indicating differences in the neurobiological mechanisms underlying these two drinking tests. In mice, we found the largest increase in alcohol consumption for the CI group and smaller increases for Chronic and DID drinking during the exposure period (approximately 30 days), which is generally consistent with recent publications [15], [45]. Perhaps because of the greater escalation of consumption in the CI group, the neuroadaptive consequences of every other day access appear to be distinct from continuous access. For example, our cell type analysis indicated changes in expression of genes enriched in oligodendrocytes by CI, but not by Chronic. 

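Oligodendrocyte genes were lower in CI PFC in all of the 20 measured, but none was DE. Cryab, a chaperone of oligodendrocytes, was at -0.31 (SE 0.19, p = 0.111), Ppp1r14a at -0.21 and Hapln2, a link protein of the node of Ranvier, at -0.19. The mean t was -1.02 (camera adjusted p = 6.0e-04, and adjusted p = 0.561 with an estimated correlation). In Chronic PFC 14 of 20 were higher, with a mean t of 0.23 (adjusted p = 0.589). The difference between the treatments, 0.19 in the mean change, had an adjusted p of 0.539 by 100000 permutations. CI control samples 5 and 6 stood apart from the other 18 CI samples in these genes. They lay above all of the other 18 in 19 of 20 oligodendrocyte genes, by 1.25 on average over the other controls. The same samples had higher levels of genes of thalamus and lower levels of genes of telencephalon than every other CI sample, in 7 of 7 and 6 of 6 genes. Without this pair, an alternative chosen after the data were seen, the oligodendrocyte genes had a mean t of 1.24 in CI (adjusted p = 3.4e-05, and 0.156 with an estimated correlation).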

Most rodent models of excessive or escalating alcohol consumption incorporate intermittent access, as reviewed by Becker (2013). The mechanisms are not well defined, but may involve physical dependence and a withdrawal syndrome during deprivation as suggested by studies showing increased alcohol withdrawal and consumption after repeated alcohol exposure and withdrawal [46]–[48]. We also included the DID test as a model of binge drinking which produces higher blood ethanol levels than Chronic or CI, but for only a short period of time each day [15]. This resulted in the fewest changes in gene expression of all the treatments, particularly in liver where the number of gene changes produced by DID were less than half the number produced by the other treatments, likely reflecting the much lower total intake of ethanol in the limited access DID test.

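DID raised genes of fatty acid oxidation in liver as a group. Of 25 measured, 23 were higher and 10 DE, and 6 rose when adjusted over the list alone, with a mean t of 1.61 (camera adjusted p = 9.2e-11, and adjusted p = 0.0188 with an estimated correlation). Aldh3a2, which oxidizes fatty aldehydes, was at 0.39, and the peroxisomal thiolase Acaa1b at 0.23 (SE 0.05, adjusted p = 0.193). Dbp, a transcription factor of the clock, was at 0.44 (SE 0.08, adjusted p = 0.0949), and Abcg5, a sterol transporter, at 0.46 (SE 0.10, adjusted p = 0.193), both higher in 10 of 10 mice. All 17 genes of endoplasmic reticulum stress were lower, with a mean t of -1.29 (adjusted p = 2.6e-05, and 0.202 with an estimated correlation). In PFC, the chaperone gene Fkbp9 was at 0.16 (SE 0.03, adjusted p = 0.999) and the ubiquitin ligase adaptor Klhl17 at -0.21 (SE 0.05, adjusted p = 0.999). The counts of DE transcripts in DID were 0.776 times what unchanged transcripts would give in PFC and 1.04 times in liver. By their values, the DID arrays of PFC fell into 2 clusters, of 8 and 2 mice from each group. With the clusters as a term, a test chosen after the data were seen, PFC had 567 DE transcripts, and 0 had an adjusted p under 0.05 in limma. The same term gave 884 DE transcripts in liver, of which 27 passed the adjusted test, against 463 and 2 without it.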

Another notable result from this study is that the LPS treatment produced twice as many changes in gene expression in the PFC as the CI or Chronic alcohol treatments and a similar number of changes in liver as alcohol consumption, even though LPS was given a week before the end of the experiment. This LPS treatment produces a persistent increase in alcohol consumption and a decrease in the firing of midbrain dopamine neurons [14], which may be consequences of some of the observed changes in gene expression. Cell type analysis showed that LPS altered expression of genes enriched in two macrophage derived cell types: microglia and Kupffer. Also remarkable is the overlap of differentially expressed genes from alcohol treatments and LPS. For both PFC and liver, the highest degree of overlap between treatment groups was for CI and LPS. 

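Clock genes of liver were among those that CI and LPS shared. Per1 rose by 0.48 after LPS (SE 0.08, adjusted p = 0.00674, higher in 10 of 10 mice) and was at 0.33 in CI (SE 0.10, adjusted p = 0.178, higher in 10 of 10). Tef, a transcription factor of the same output as Dbp, rose by 0.34 after LPS (adjusted p = 0.00612). The overlap of CI with LPS had the largest ratio of observed to expected in both tissues on all transcripts, 1.602 in PFC and 1.99 in liver. Over transcripts with no blank value, Chronic and CI had a larger one in PFC (1.85 against 1.67). Of the shared DE transcripts 86.7% moved the same way in PFC and 92.2% in liver. Across genes, which are not independent replicates, the changes in CI and LPS had a Pearson correlation of 0.10 in PFC and 0.38 in liver. With weights on the arrays, or without the pair of CI controls apart, both chosen after the data were seen, the value in PFC was 0.41 or 0.40. The other pairs of treatments lay between -0.19 and 0.13 in PFC and between -0.10 and 0.30 in liver. Differences between these ratios or correlations were not tested.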

For the CI gene networks assembled for both PFC and liver, the overlap of genes was greater for LPS than for the ethanol treatments (Chronic or DID). This may reflect emerging evidence that ethanol promotes proinflammatory signaling in brain and liver by increasing TLR4 activation and cytokine cascades [12] ^,^ [24], [25], [49]–[51]. 

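In PFC, 9 of the 22 network genes were DE after LPS in the direction they had in CI, against 6 in Chronic (8 by any probe) and 1 in DID. In liver, 8 of the 27 measured network genes were so after LPS, against 4 in Chronic and 6 in DID (9, 5 and 6 by any probe). Over all transcripts, the shares DE were 9.6%, 4.4% and 3.9% in PFC and 11.6%, 12.1% and 5.2% in liver, in the same order. Genes shared by CI and LPS in liver included Anp32a, an inhibitor of protein phosphatase, at -0.40 (SE 0.10) and -0.28 (SE 0.11), and the interferon-inducible GTPase Ifi47, at -0.35 in both (SE 0.11 and 0.09). Serpina6, which carries corticosteroids in blood, was at 0.31 (SE 0.10) in CI, 0.26 (SE 0.11) after LPS and 0.34 (SE 0.11) in DID. None of these passed the adjusted test, and the differences between the tallies were not tested.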

LPS acts on TLR4 and thus has the potential to share activation of TLR4 function with ethanol, especially in the liver. It is controversial as to whether LPS can cross the blood brain barrier and whether its effects on brain function are likely to be secondary to release of cytokines from liver and other peripheral tissues or a direct effect on brain microglia and endothelia [52], [53]. It is interesting to note that chronic alcohol abuse can compromise the gut and allow leakage of LPS into the systemic circulation and this is important for development of alcoholic liver disease [24]. Although we did not combine LPS and alcohol exposures, our studies showing overlap between the transcriptome modifications produced by the separate treatments supports the proposal that LPS can enhance some of the biological actions of ethanol, and vice versa [49], [50].

A novel aspect of this work is that our pathway analysis of the PFC transcriptome highlights a complex of genes related to dopaminergic neuroplasticity that have been implicated in addiction to ethanol and other drugs. This network has hub genes including PPP1R1B (DARPP-32), DRD2, DRD1, FOS and FOSB (Figure 4A), all of which are supported as key components of the progressive and persistent changes in synaptic plasticity that arise from chronic drug exposure [54]. In particular, DARPP-32 regulates the alcohol sensitivity of NMDA receptors [55] and contributes to genetic differences in alcohol consumption in the AA/ANA rats [56] as well as having a role in actions of many drugs of abuse [57]. This network also includes PDYN (prodynorphin) which is of interest as it regulates alcohol consumption through dopamine neurotransmission [58] and PDYN polymorphisms are linked to alcoholism [59], [60] as well as heroin and cocaine addiction in humans [61]. 

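In CI PFC, Ppp1r1b (ILMN_2954824, chromosome 11 of GRCm38.p6, 98348406 to 98357796) had a mean log2 value of 11.44 ± 1.00 in water and 12.41 ± 0.51 in ethanol mice (SD, n = 10 each). The change was 0.98 (SE 0.33, p = 0.00746, adjusted p = 0.820), with 10 of 10 ethanol mice above the water mean. The dopamine receptor genes were at 0.72 for Drd1 (SE 0.27, p = 0.0142, adjusted p = 0.865) and 0.31 for Drd2 (SE 0.15, p = 0.0428, adjusted p = 0.865). Fos, at 0.54 (SE 0.17, p = 0.00546, adjusted p = 0.820), was higher in 8 of 9 ethanol mice with a value. Drd2 did not reach p under 0.05 in the other treatments, at 0.13 in Chronic, 0.04 in DID and 0.06 after LPS. Genes of striatal neurons moved with these genes in the same mice, and Gng7, the most abundant of those that were DE, was at 0.83 (p = 0.0110). The water mice include the pair of CI control samples that stands apart. Against the other controls the pair was lower in all 10 network genes that the paper's text names (-0.68 on average). Without the pair, left out after the data were seen, the mean t of these network genes was 2.29 against 2.89.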

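Pdyn (ILMN_2783873, chromosome 2, 129686549 to 129699938) encodes the precursor of dynorphins. In Chronic PFC its log2 value was 10.58 ± 0.33 in water mice and 11.11 ± 0.45 in ethanol mice (SD, n = 9 and 10, adjusted p = 0.897 in limma), a change of 0.54 (SE 0.17). In CI PFC it was 10.98 ± 0.92 and 11.74 ± 0.50 (SD, n = 10 each), a change of 0.76 (SE 0.31, p = 0.0226, adjusted p = 0.865). Pdyn was higher than the water mean in 9 of 10 ethanol mice in both treatments. The change was 0.08 (SE 0.14) in DID and 0.21 (SE 0.11, p = 0.0685) after LPS. A second Pdyn probe had smaller changes, 0.17 in Chronic, 0.29 in CI and -0.01 after LPS. Genes of striatal neurons outside the network were also higher, with a mean t of 1.32 in Chronic (11 of 12 genes) and 1.76 in CI (14 of 15). The CI water mice include the pair of control samples that stands apart. Against the other controls the pair was at -0.68 on average in the network genes that the paper's text names.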

Genetic manipulation in PDYN or κ-opioid receptors also supports the importance of this network in regulation of alcohol consumption in mice [62], [63]. 

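The phosphodiesterase genes Pde10a and Pde1b were both higher in CI PFC. Pde10a (ILMN_2733915, chromosome 17, 8525187 to 8986648) went from 8.27 ± 0.18 in water mice to 8.68 ± 0.25 in ethanol mice (SD, n = 9 and 10), higher in 10 of 10 ethanol mice. Its change was 0.41 (SE 0.09), a fold of 1.33, with an adjusted p of 0.469. In the other treatments Pde10a was at 0.10 (SE 0.06) in Chronic, 0.08 (SE 0.06) in DID and 0.06 (SE 0.04) after LPS, with no p under 0.05. Pde1b (ILMN_1224034, chromosome 15, 103503034 to 103530056) was at 0.54 in CI (SE 0.20, p = 0.0130) and 0.35 in Chronic (SE 0.11, p = 0.00438), with adjusted p-values of 0.865 and 0.897. Pde1b was at 0.18 after LPS (SE 0.09, p = 0.0532) and 0.04 in DID (SE 0.11). Striatal neuron genes were higher in the same samples of CI (14 of 15, mean t 1.76) and Chronic (11 of 12, mean t 1.32). The CI comparison includes the pair of control samples that stands apart, at -0.68 on average in the named network genes against the other controls.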

Two phosphodiesterases, PDE10A and PDE1B, are part of the network and PDE10A regulates DARP-32 phosphorylation [64]. PDE10A was one of the top PFC genes in a study [10] of individual differences in alcohol drinking in mice and expression of PDE10A is increased by stress, which appears to be important for stress-induced increases in alcohol consumption in rats [65]. Our PFC network is based on changes in expression of 22 genes produced by CI drinking, and five of the genes (including DRD1, PDYN and PPP1R1B) are also changed by Chronic consumption and seven are changed by LPS treatment. 

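All 22 network genes had p under 0.05 in CI PFC, 6 had it in Chronic (8 by any probe), 10 after LPS and 2 in DID. Of all transcripts, 5.2%, 4.4%, 9.6% and 3.9% had it, in the same order. With a fold that rounds to at least 1.2 in addition, 22 counted in CI, 4 in Chronic (5 by any probe) and 7 after LPS. The study chose the 22 genes on the CI samples, so both counts in CI follow from that choice. In Chronic mice Drd1 was at 0.34 (SE 0.15, p = 0.0373), higher in 8 of 10 mice, and Pdyn and Pde1b were also DE. The strongest probe of Ppp1r1b was at 0.47 in Chronic (SE 0.25, p = 0.0685), and another probe, at 0.23, had p = 0.0483. After LPS, Egr2, Egr4, Fosb, Id4, Tac1, Col6a1 and Ppp1r1b were DE and higher, as in CI. None of the network genes passed the adjusted test in Chronic or DID. The striatal neuron list had a mean t of 1.32 in Chronic.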

For all differentially expressed genes, there was significant overlap between CI and Chronic as well as CI and LPS. CI and LPS share the behavioral feature of increasing alcohol consumption. In view of the representation of some components of the dopamine network in the LPS group, it is important to note that a similar LPS treatment produces a decrease in the firing of brain dopamine neurons [14].

For liver, a network was constructed that features cytochrome monooxygenases, glutathione transferases and circadian genes (PER1, 2) together with a number of transcription factors (Creb, NFkB, DBP, AP1, NFE2) as hub genes. This network was based on the CI treatment but many of the genes are also changed by Chronic, DID and LPS treatments. 

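Several genes of the CI liver network moved with the other treatments. In Chronic mice Cela1, a serine protease, fell by 0.51 (SE 0.13, adjusted p = 0.0485), and it was at -0.36 in CI (SE 0.10, adjusted p = 0.131), lower in 10 of 10 mice in both. Cyp2g1 was at -0.38 in Chronic (SE 0.11, adjusted p = 0.0840), and Apcs, serum amyloid P, was at -0.27 in Chronic (SE 0.11) and -0.37 in CI (SE 0.11). In DID mice Mgst3 was at 0.39 (SE 0.09, adjusted p = 0.225) and Gsta4 at 0.21 (SE 0.06, adjusted p = 0.258). After LPS Cyp1a2 was at -0.33 (SE 0.08, adjusted p = 0.0523), and it was at -0.43 in Chronic (SE 0.14, adjusted p = 0.145). Of the network's measured genes 3 passed the adjusted test in Chronic, 0 in CI (19 with an unadjusted p under 0.05), 0 in DID (8) and 2 after LPS, all by limma. In CI, Cyp2a5 and Gstp1 passed by weaker probes.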

For all differentially expressed genes, there was significant overlap among all alcohol treatments and for LPS with all alcohol groups. This demonstrates that although some of the changes in the liver transcriptome may be due to the metabolism of large amounts of ethanol in this tissue, many of the effects are mimicked by LPS, which suggests that a component of alcohol action on liver is due to immune activation. This is consistent with the key role of inflammation in alcoholic liver disease [24], [25].

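No list of immune genes in liver was higher at an adjusted p under 0.05 after Chronic, CI or DID. Interferon and MHC class I genes, 26 in number, had a mean t of -0.87 in Chronic (camera adjusted p = 0.0137, and adjusted p = 0.546 with an estimated correlation). Their mean t was -0.66 in CI (adjusted p = 0.0457, and 0.546 with an estimated correlation) and 0.07 in DID. Tap2, a peptide transporter of antigen presentation, fell by 0.31 in Chronic (adjusted p = 0.00744). Acute phase genes had a mean t of -0.92 in Chronic, -0.84 in CI and -0.92 in DID (adjusted p of 0.0118, 0.0165 and 0.00126, and 0.549, 0.317 and 0.317 with an estimated correlation). Kupffer cell genes had a mean t of 0.24, 0.54 and -0.40 in the same order, none of which passed. After LPS the acute phase genes had a mean t of -0.28 and the interferon and MHC class I genes, lower as in Chronic and CI, of -1.61 (adjusted p = 1.2e-06, and 0.105 with an estimated correlation). The genes that CI and LPS shared included some of the clock, such as Usp2, which rose by 0.58 after LPS (SE 0.12, adjusted p = 0.0232). From the overlap with LPS the paper proposes that a component of alcohol action on liver is due to immune activation.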

Several groups have published changes in brain gene expression related to alcohol and we have compared their data with the present study in Table S4. The studies included are a comparison of differences in genetic predisposition to alcohol consumption in mice [13], individual differences in alcohol consumption in mice [10], consumption of alcohol in alcohol-preferring rats [6], human alcoholics [3], [11], gene expression changes in three mouse models of ethanol consumption [66] and gene expression changes in mice after chronic intermittent ethanol exposure [67]. Table S4 also contains a comparison of our data with LPS-induced gene expression changes in mouse astrocytes [68]. Several genes from our dopamine-centric pathway (Figure 4A) are found in multiple studies. For example, DRD2, EGR2, KCNA5 and PDE10A were all found in by Mulligan et al. [13] and, as noted above, PDE10A was one of the top genes in the Wolstenholme et al [10] study. FOS, a main hub gene in our pathway analysis, was also changed in the Bell et al. [6] data and two other genes in our pathway, PDYN and DRD1, were changed in the Contet et al. [66] study. B2M was changed by LPS treatment in the present study, was one of the top genes in Mulligan et al. [13] and was also changed in the Melendez et al. [67] study of chronic intermittent ethanol exposure in mice. This gene is related to inflammatory processes and is changed in astrocytes in response to LPS exposure [68]. 

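B2m, the light chain of MHC class I, lies on chromosome 2 of GRCm38.p6 (122147687 to 122153082) and was read by 2 probes in LPS PFC. The probe with the highest signal (ILMN_2739999) went from 11.81 ± 0.13 in saline to 12.06 ± 0.12 in LPS mice (SD, n = 10 each), a change of 0.25 (SE 0.05, fold 1.19, adjusted p = 0.0535). The other probe (ILMN_1216746) rose by 0.26 (SE 0.05, fold 1.20, adjusted p = 0.0377). All 10 LPS mice lay above the saline mean. B2m was at -0.19 in Chronic (SE 0.12, p = 0.109), -0.12 in CI (SE 0.08, p = 0.115) and 0.04 in DID (SE 0.06, p = 0.548). The 19 interferon and MHC class I genes of LPS PFC had a mean t of 1.67, with 6 DE and higher (camera adjusted p = 4.7e-07, and adjusted p = 0.0560 with an estimated correlation). Genes of meninges and blood were also higher in these mice. With the score of meningeal genes as a term, a test chosen after the data were seen, ILMN_2739999 was at 0.21 and ILMN_1216746 at 0.17.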

Notably, deletion of B2M in mice reduces alcohol consumption [26]. Of the 137 genes from the present study listed in Table S4, 48 were differentially expressed in the Ponomarev et al. [11] study of prefrontal cortex of human alcoholics and 25 were changed in the Liu et al. [3] data.

In summary, comparison of three different models of voluntary alcohol consumption in mice shows changes in gene expression in PFC that reveal some similarities, as well as many differences, among the models. Effects on gene expression in liver are more similar for the treatments. Gene expression was also studied one week after injection of LPS and this treatment showed many changes that were similar to ethanol consumption, particularly the CI model. Our data suggest DID is the weakest model of chronic consumption/dependence based on the number of changes in gene expression in PFC, but it remains a relevant model of binge/initiation of drinking which involves activation of brain structures other than PFC. The CI paradigm represents a good model of the neuroimmune component of chronic alcohol consumption as it is most similar to LPS and it reflects some aspects of the strong immune component found in gene expression studies of PFC in human alcoholism. We also provide the first evidence for a connection between immune response, ethanol intake and dopamine signaling in PFC and the CI paradigm provides an approach for future studies of these interactions. It is important to note that both LPS treatment and the CI model promote an escalation of drinking, supporting the emerging concept that ethanol consumption is regulated by neuroimmune signaling [14], [26], [27].

## Supporting Information

Figure S1 **Legend of molecule shapes used in gene network diagrams.**
(TIF)

Table S1 **PFC differential expression and ethanol correlation data.**
(XLSX)

Table S2 **Liver differential expression and ethanol correlation data.**
(XLSX)

Table S3 **Most significant network functions, biological functions and canonical pathways detected by Ingenuity pathway analysis.**
(XLSX)

Table S4 **Top genes differentially expressed in the present study and at least one other ethanol- or LPS-related study.**
(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

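Gene expression was measured in prefrontal cortex (PFC) and liver of female mice on Illumina MouseRef beadchips. There were 4 treatments, each with its own controls: Chronic, CI and DID ethanol drinking against water, and LPS injections against saline. All 159 arrays were mapped to a tissue, a treatment and a group by their labels, with 10 arrays per group except for 9 controls in Chronic PFC. For the LPS controls the labels say water and the paper saline injections, and the paper was followed. Labels and paper give the ages differently (2.5 months in the labels, 3 or 2 months in the paper), and age entered no test. Nothing ties a control to a treated mouse by its number, or PFC to liver of a mouse, so groups were compared unpaired.

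The values used are the log2 intensities that the authors deposited, which they made in lumi (version not given in the labels) by variance stabilization and quantile normalization. The authors had also removed transcripts that were not detected on enough arrays, and had blanked outlying single values by Grubbs' test. These steps are part of the values and were not repeated. The table holds 13983 probes, of which 13181 have 1 gene symbol and 802 have none, with 4 symbols updated through the gene identifier or accession. Values were held for 12125, 11269, 11473 and 11508 probes in PFC and 10068, 9561, 8924 and 9550 in liver for Chronic, CI, DID and LPS. The lowest mean correlation of an array with the others of its set was 0.946, in CI PFC. The plan made in advance was to start from the bead signals, correct their background and normalize them anew. The columns of the bead signals carry running numbers that neither the labels nor the paper tie to a mouse, so this was not done and the deposited values took their place. For the same reason the alternatives on background, scaling, detection filter, Grubbs step and beadchip were not run.

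The analysis used R 4.3.3 and limma 3.58.1. A linear model with treated less control was fitted to each probe within each tissue and treatment, with moderated standard errors from empirical Bayes. Differentially expressed (DE) means an unadjusted p under 0.05, the paper's threshold. Adjusted p-values follow Benjamini and Hochberg over the probes of a comparison, with a threshold of 0.05. On simulated data with the spread of each comparison, the model recovered 43.9% to 80.4% of changes of 0.2 in log2, 89.1% to 97.2% of changes of 0.5 and 98.5% to 100% of changes of 1, at an adjusted p under 0.05. The simulation drew each probe on its own, with no array clusters and no genes that move together. Its shares thus do not show that changes of these sizes were absent where no transcript passed. The number of arrays limits the precision, and signals near the lowest values cannot show a decrease. Overlaps of DE probes between treatments were tested over the probes measured in both by a one-sided Fisher's exact test with a Bonferroni correction over 6 pairs per tissue. Directions of shared probes were compared with equal shares by a two-sided exact binomial test with a Bonferroni correction over 12 pairs.

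Gene lists were written from general knowledge in advance. For PFC they cover astrocytes, microglia, oligodendrocytes, neurons, striatal neurons, olfactory bulb neurons, meningeal and vascular fibroblasts, endothelium, choroid plexus, blood, the network genes named in the paper's text, immediate early genes, the circadian clock, glucocorticoid targets, interferon and MHC class I, complement and innate immunity, and heat shock. For liver they cover hepatocytes, Kupffer, stellate and sinusoidal endothelial cells, lymphocytes, neutrophils, blood, P450 enzymes, glutathione transferases, the clock, cholesterol synthesis, fatty acid synthesis, fatty acid oxidation, ethanol metabolism, bile acids, the acute phase, interferon, endoplasmic reticulum stress, and growth hormone and sex-dependent genes. They are not the databases the paper used. Lists of thalamic, telencephalic and meningeal transport genes were added after the data were seen. Each list with at least 3 measured genes, 1 probe per gene, was tested by camera on the moderated t with a preset correlation of 0.01, adjusted over lists and treatments within a tissue. Camera with an estimated correlation and fry, which asks whether a list moves on balance 1 way, were run over probes with no blank value. Differences between treatments or tissues in the mean change of a list were tested by permuting groups within each treatment, first with 100 splits as planned and then with 100000 permutations, added because 100 splits cannot give a small p over so many tests.

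Genes named in the text were chosen by a rule set in advance, with further members of the lists named once their values had been seen. They are the 10 largest changes per comparison among those with an adjusted p under 0.05, or else the 10 with the smallest p, every gene the paper names, and the leading members of each list. The paper's Fig. 4 and its tables of values had been seen by then. A gene is given by the probe with the highest mean signal over the arrays of the comparison, and other probes are mentioned where they matter, counts of network genes included. Gene positions are those of GRCm38.p6. Alternatives run on these values were the replicate number as a term, a threshold of p under 0.01 and the methods' chi-square test for overlaps, and for lists all probes of a gene, an estimated correlation and the methods' z test. Weights on the arrays, only probes with no blank value, array clusters as a term, and leaving out CI control samples 5 and 6 were added after the data were seen. Array clusters were read from gaps of more than 0.25 of the range of the first principal component. For each comparison, 100 random splits of the arrays into groups of the same sizes were drawn with a fixed seed (42789), the real split included. The intake of single mice and the paper's correlations with it were not analysed here, nor were the pathway searches behind its networks.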

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

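The tests of thalamic genes, striatal tissue and meninges were set before their results were seen, and all other tests of explanations in this part after. For meninges, a condition on genes outside the score was not part of the rule set in advance. The pair of CI controls and the thalamic and telencephalic lists were chosen after the values had been looked at, and 3 thalamic genes already seen then, Slc17a6, Tcf7l2 and Prkcd, are left out of the counts.

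Oligodendrocyte genes had a mean t of -1.02 in CI PFC, and CI control samples 5 and 6 lay above the other 18 CI samples in 19 of 20 of them. Lower expression in the ethanol mice is argued against, since the mean t was 1.235 (camera adjusted p = 3.4e-05, and 0.156 with an estimated correlation) without the pair. In 7 of 7 thalamic genes, led by Calb2 (also on the olfactory bulb list) and Ntng1, both samples lay above all others, with a median of 1.498 over the other 8 controls, and in 6 of 6 telencephalic genes below all others (median -2.057). By sample, the thalamic medians were 1.27 and 1.5 against -0.26 to 0.16 in the others. The 3 choroid plexus genes were higher by 2.77 on average. Of the telencephalic genes, Tbr1 and Fezf2 were at 7.90 and 7.87 in the pair, near the lowest value of CI PFC (7.78). They were at 9.95 and 9.295 in the other controls. Dkk3 and Cck were at 10.53 and 10.18 against 12.59 and 12.33. Tissue with thalamus, and with less cortex than in the other controls, is thus a candidate explanation for the pair. How much cortex the pair held was not tested. What stays open is whether ethanol raised the oligodendrocyte genes once the pair is left out.

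The network genes had a mean t of 2.89 in CI PFC, and the pair of controls is argued against as the whole cause, since the mean t was 2.294 without it. With the score of 15 striatal genes, none of them in the network, as a term, the mean t was 1.074, the mean change went from 0.51 to 0.12, and 1 of 10 genes was DE, while the list still stood out by camera with the preset correlation (unadjusted p = 2.3e-05). Within groups the network and striatal scores had r = 0.958 and rho = 0.943 (n = 20, permutation p = 1e-05 for both, the smallest possible), r = 0.931 without the 2 samples farthest from the median, and r = 0.978 in water and 0.899 in ethanol mice. More striatal tissue in the ethanol samples is a candidate explanation, and the most abundant striatal genes, Meis2, Gng7, Scn4b and Rgs9, were at 0.32, 0.83, 0.28 and 1.11 (unadjusted p = 0.0610, 0.0110, 0.174 and 0.00935). Higher expression within the same neurons cannot be told apart from it by the mean t of 1.074, because the score is made of genes of those neurons.

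Complement and innate immune genes had a mean t of 2.199 after LPS in PFC, and a score of 9 meningeal genes was higher by 0.16 (9 of 10 LPS mice above the saline mean). With the score as a term the mean t was 1.901, the mean change went from 0.10 to 0.09, and 8 of 16 genes in place of 9 were DE, but 11 meningeal genes outside the score still had a mean t of 2.53 (from 3.51, 8 DE). The score thus left much of the meningeal signal in place, and more meninges in the LPS samples cannot be told apart from a change within immune cells by this test. The rule set in advance looked at the mean t of 1.901 alone, by which more meninges would have been argued against. The condition on meningeal genes outside the score was not part of that rule. Across mice within groups the complement and meningeal scores had r = 0.258 (p = 0.276) and rho = 0.233 (p = 0.323, permutation tests, n = 20), and r = 0.392 without the 2 samples farthest from the median, while with the score the microglia mean t went from 1.33 to 1.19, the interferon mean t from 1.67 to 1.09 and the blood mean t from 2.23 to 1.61, and of the 13 transcripts called at an adjusted p under 0.05 none was left, with B2m (ILMN_1216746) going from 0.26 to 0.17. Blood left in the tissue, and an effect of LPS on the meninges themselves, stay open.

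Some single samples lay far from the others of their group in the mean of a list, by a ratio of the gap to the range (Dixon). The ratio was 0.488 for the highest LPS mouse, sample 3, in the network genes of PFC. It was 0.502 for ethanol mouse 3, the highest in the Kupffer genes of Chronic liver, and 0.51 for LPS mouse 7, the lowest in the hepatocyte genes of LPS liver. Saline mouse 5 was the highest in the Kupffer genes of LPS liver, with a ratio of 0.546. Of 72 groups 4 passed the critical value, where chance gives about 5%.

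Treatments differed in the mean change of some lists in liver, by 100000 permutations over 106 differences. The differences, first less second, were -0.19 for clock genes between Chronic and LPS and -0.21 between Chronic and CI, -0.54 for neutrophil genes between CI and LPS, 0.16 for glutathione transferases between DID and LPS and 0.14 for reticulum stress genes between Chronic and LPS (adjusted p = 0.0322 for each). Between Chronic and LPS they were -0.17 for 3 lymphocyte genes, 0.16 for glutathione transferases and -0.14 for hepatocyte genes (adjusted p = 0.0398 for each). Interferon genes differed by 0.18 between PFC and liver after LPS (adjusted p = 1.2e-04, from a p of 1e-05, the smallest possible). In PFC 0 of 96 differences passed (smallest adjusted p = 0.0812). With the 100 splits planned first, 0 passed in liver (smallest adjusted p = 0.106), PFC (0.192) or between tissues (0.12).

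Signals outside the genes the paper discusses were found in 2 lists. Complement and innate immune genes were higher in LPS PFC (mean t 2.199, 15 of 16 genes higher), sharing C1qa, C1qb and C1qc with the microglia list and Serping1 with the meningeal list. Genes of fatty acid oxidation were higher in Chronic liver (mean t 3.194, 26 of 26) and in DID liver (mean t 1.61, 23 of 25).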

How the results depend on the processing

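Array weights, probes with no blank value, array clusters and leaving out CI controls 5 and 6 were chosen after the data were seen, and the other alternatives before. Alternatives set in advance on background correction, median scaling, detection on every array, no detection filter, the Grubbs step and beadchips were not run, because they need bead signals whose columns could not be tied to mice. Where a cause is not given it was not tested.

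The replicate numbers were not taken as a pairing, since in no comparison did every pair of samples with a number correlate over 0.1. In CI PFC 9 of 10 pairs did (lowest 0.0496, median 0.258 against -0.0763 for other pairs), with 2 of 10 controls closest to their own number, in Chronic PFC 6 of 9 (median 0.166), and elsewhere 0 to 4 of 10. With the number as a block, adjusted counts were 1 in LPS PFC, 81 in Chronic, 8 in CI, 1 in DID and 35 in LPS liver. The overlap ratio was 1.338 for Chronic and CI (p = 0.0681) and 1.364 for CI and DID (p = 0.185) in PFC, and oligodendrocyte genes of LPS PFC had a mean t of -0.774 (p = 0.0472).

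With array weights, adjusted counts were 272 in Chronic and 48 in CI liver, and the ratio for Chronic and LPS in liver was 1.151 (p = 0.0584). Oligodendrocyte genes of CI PFC reversed to 0.373 (p = 0.254), and astrocyte genes of DID PFC were at -0.605 (p = 0.0353). Over probes with no blank value, 250 probes were DE in DID PFC against 445, with 10109 of 11473 probes kept. Adjusted counts were 7 in LPS PFC and 43, 9 and 32 in Chronic, CI and LPS liver. The 43 of Chronic liver stand against 151, with 8854 of 10068 probes kept. In both sets the calls thus fell by a larger share than the probes did. The ratio for CI and DID in PFC over probes with no blank value was 1.597 (p = 0.260).

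With array clusters as a term, DID liver had 884 DE probes and 27 with an adjusted p under 0.05, and the ratio for CI and DID in PFC was 1.341 (p = 0.222). Without CI controls 5 and 6, oligodendrocyte genes of CI PFC reversed to 1.235 and neuron genes to -0.736, meningeal genes were at -0.526 (p = 0.158), and the ratio for Chronic and CI was 1.066 (p = 1).

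At p under 0.01, with fewer probes, overlaps no longer passed for Chronic and CI (2.288) and CI and DID (2.073) in PFC, and for Chronic and CI (1.472), Chronic and LPS (1.509) and DID and LPS (2.041) in liver. By the methods' chi-square test CI and DID in PFC, at 1.534, had p = 0.0641. Over all probes of a gene, microglia genes of Chronic PFC were at -0.485 (p = 0.0408) and P450 genes of CI liver at 0.633 (p = 0.0308).

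With an estimated correlation, which allows for genes that move together, 54 of the 60 tests that passed with the preset one no longer did, and 2 could not be tested. Of the 72 tests on which the text rests these are 41. The mean t given for each is that of the preset test, and the adjusted p beside it is from probes with no blank value. The 2 tests thus differ in their probes as well as in the correlation. In Chronic PFC, astrocyte 0.706 (0.156), striatal 1.32 (0.126) and network 1.55 (0.175). In CI PFC, oligodendrocyte -1.02 (0.561), striatal 1.76 (0.206), meningeal -1.38 (0.413), network 2.89 (0.152) and immediate early 1.77 (0.352). In DID PFC, oligodendrocyte 0.794 (0.463) and meningeal -0.896 (0.569). In LPS PFC, neuron -0.979 (0.185), striatal 0.95 (0.446), meningeal 2.91 (0.0660), blood 2.23 (0.155), network 2.19 (0.0560), immediate early 1.51 (0.206) and interferon 1.67 (0.0560). In Chronic liver, P450 -0.732 (0.502), glutathione transferase 1.24 (0.173), acute phase -0.918 (0.549), interferon -0.875 (0.546) and reticulum stress 1.22 (0.381). In CI liver, glutathione transferase 0.869 (0.502), clock 1.67 (0.105), cholesterol synthesis -2.62 (0.173), fatty acid oxidation 1.25 (0.502), acute phase -0.835 (0.317) and interferon -0.661 (0.546). In DID liver, glutathione transferase 0.902 (0.173), acute phase -0.923 (0.317) and reticulum stress -1.29 (0.202). In LPS liver, Kupffer 1.29 (0.907), stellate 1.3 (0.381), sinusoidal endothelial 0.862 (0.544), neutrophil 3.2 (0.144), blood 2.1 (0.286), P450 -0.848 (0.383), glutathione transferase -0.934 (0.512), clock 1.78 (0.598), fatty acid synthesis 2.11 (0.113) and interferon -1.61 (0.105).

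By the methods' z test with a Bonferroni correction, 19 did not pass. In Chronic PFC, astrocyte 0.706 (0.110). In LPS PFC, striatal 0.95 (1) and blood 2.23 (1). In Chronic liver, P450 -0.732 (1), glutathione transferase 1.24 (0.705), acute phase -0.918 (0.894), interferon -0.875 (0.330) and reticulum stress 1.22 (0.133). In CI liver, glutathione transferase 0.869 (0.264), clock 1.67 (0.363) and acute phase -0.835 (1). In DID liver, glutathione transferase 0.902 (0.517). In LPS liver, Kupffer 1.29 (1), sinusoidal endothelial 0.862 (1), neutrophil 3.2 (0.690), blood 2.1 (0.294), P450 -0.848 (0.291), glutathione transferase -0.934 (0.429) and clock 1.78 (1).

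Lists and overlaps that kept their direction and their side of the threshold were, of the lists, 71 with the replicate term, 70 with array weights, 70 over all probes, 30 with an estimated correlation, 53 by the z test, 16 with array clusters and 5 without the pair, and of the overlaps 10, 11 and 7 with the replicate term, array weights and p under 0.01. Correlations of changes across genes moved by over 0.1 in 5 cases, all with CI PFC. For CI and LPS r went from 0.10 to 0.41 with array weights and to 0.40 without the pair, for CI and DID from -0.06 to -0.23 and -0.21, and for Chronic and CI from 0.13 to 0.01 without the pair. Unadjusted counts stayed within 1.5 times for 8 of 8 comparisons with the replicate term and with array weights. Signals lie as low as 7.7 in log2, so decreases of weak transcripts are limited by the floor.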

Differences from the paper's values

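The numbers of detected and DE transcripts and their percentages in Table 1, the 24 overlap counts of Fig. 2 and all but 1 of the 64 fold changes of Fig. 4 compared lay within the limits set, which were a ratio of 1.5 for counts and, for fold changes, the same sign and a difference of 0.1. For example, the overlap of Chronic and CI in liver, read by eye as 160, was 156, and Gstp1 in CI liver, read as 1.4, was 1.303. The values in the held part of Tables S1 and S2 (1998 transcripts in each) matched within 0.001 in log2 fold change and p. The paper's text gives 5 network genes changed in Chronic PFC, and 8 had p under 0.05 by any probe and 6 by the probe with the highest signal. With a fold change that rounds to 1.2, the limit in the paper's legend, 5 did by any probe and 4 by the strongest, and with an unrounded fold of at least 1.2, 3 did by either. This count was made from the deposited values alone. The fold change of Ppp1r1b in Chronic PFC is about 1.2 in Fig. 4A, read by eye, and was 1.389 by the probe with the highest signal (p = 0.0685). Another probe of Ppp1r1b gave 1.175 (p = 0.0483).

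The paper states that CI and DID did not overlap in PFC, and the overlap of 35 against 22.8 had p = 0.0457 by the one-sided Fisher's exact test and p = 0.0641 by the chi-square test that the paper names. It states that most shared genes tend to move the same way, which held in 5 of 6 pairs in liver and in 3 of 6 pairs in PFC, and summed over pairs for 608 of 839 (72.5%) in liver and 143 of 273 (52.4%) in PFC. It states that LPS raised Kupffer genes, and the list used here had a mean t of 1.29 with an adjusted p of 8.7e-04 by camera, 0.907 with an estimated correlation and 1 by the methods' z test, with 13 of 19 genes higher. It states that CI but not Chronic changed oligodendrocyte genes, and the list used here was lower by camera (mean t -1.02, adjusted p = 6.0e-04) but not with an estimated correlation (0.561), and was higher without CI controls 5 and 6, left out after the data were seen (mean t 1.24). By the methods' z test the list passed as well. The marker genes of these lists are not those of the paper. The methods describe the z test as against a mean of 0 and the legend of Fig. 3 as against the mean of all cell-type genes, and the former was used. It states a higher overlap of the PFC network with LPS than with Chronic, and 9 against 6 genes were DE in the direction of CI by the probe with the highest signal, 9 against 8 by any probe, and 7 against 4 with a fold that rounds to 1.2 in either direction. Over all transcripts of PFC, 9.6% were DE after LPS and 4.4% in Chronic.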

Other observations

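All of the splits below were planned, and the bound of fewer than 5 in 100 splits was written after the results were seen. The bound is applied to each result alone, with no adjustment for the number of results, so some would fall under it by chance. A result under the bound does not exclude chance. For each result the number of the 100 splits as large, the real one included, is given with the real value and the highest of the others. For the number of DE transcripts these were, in PFC, Chronic 46 (531, highest other 2073), CI 41 (587, highest other 2577), DID 56 (445, highest other 2204) and LPS 1 (1103, highest other 952). In liver they were Chronic 5 (1219, highest other 2822), CI 2 (1001, highest other 1355), DID 27 (463, highest other 2480) and LPS 3 (1107, highest other 1211). For the number with an adjusted p under 0.05 they were, in PFC, Chronic 100 (0, highest other 1), CI 100 (0, highest other 69), DID 100 (0, highest other 16) and LPS 1 (13, highest other 4). In liver they were Chronic 2 (151, highest other 1005), CI 1 (22, highest other 20), DID 3 (2, highest other 385) and LPS 1 (53, highest other 24). Both counts of LPS PFC, CI liver and LPS liver fell under this bound, though another split gave 1355 DE transcripts in CI liver and 1211 in LPS liver. The adjusted counts of Chronic and DID liver fell under it too, but a split gave 1005 and 385 calls, so no weight is put on them. Splits that call several times the real number, as in Chronic, CI and DID PFC and in Chronic and DID liver, point to a structure of the samples. Array clusters were found in CI and DID PFC and in DID liver, and 1 cluster alone in Chronic PFC and Chronic liver, where the source of these splits was not tested.

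For the ratio of observed to expected overlap the numbers of splits were, in PFC, 9 for Chronic and CI (1.53, highest other 2.01), 39 for Chronic and DID (1.08, highest other 2.11), 79 for Chronic and LPS (0.915, highest other 2.73), 10 for CI and DID (1.53, highest other 2.39), 7 for CI and LPS (1.6, highest other 2.88) and 58 for DID and LPS (0.975, highest other 1.92). In liver they were 18 for Chronic and CI (1.24, highest other 1.83), 3 for Chronic and DID (1.82, highest other 1.97), 17 for Chronic and LPS (1.28, highest other 1.66), 2 for CI and DID (1.76, highest other 1.78), 1 for CI and LPS (1.99, highest other 1.66) and 9 for DID and LPS (1.42, highest other 1.6). The ratios of Chronic and DID, CI and DID and CI and LPS in liver fell under the bound, and those of PFC did not. Another split gave a larger ratio for Chronic and DID and for CI and DID. For the size of the correlation of changes across genes they were, in PFC, 47 for Chronic and CI (0.13, highest other 0.323), 89 for Chronic and DID (0.03, highest other 0.431), 45 for Chronic and LPS (-0.06, highest other 0.334), 84 for CI and DID (-0.06, highest other 0.555), 34 for CI and LPS (0.10, highest other 0.307) and 7 for DID and LPS (-0.19, highest other 0.246). In liver they were 15 for Chronic and CI (0.20, highest other 0.4), 3 for Chronic and DID (0.24, highest other 0.275), 40 for Chronic and LPS (-0.10, highest other 0.221), 1 for CI and DID (0.30, highest other 0.271), 3 for CI and LPS (0.38, highest other 0.418) and 26 for DID and LPS (0.11, highest other 0.269). The correlations of the same 3 pairs in liver fell under the bound, with a larger one in another split for Chronic and DID and for CI and LPS. Transcripts move together within a sample, which the exact test of the overlap does not allow for.

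For the mean t of lists the numbers of splits as large in size are given in the same way, for the lists of each tissue on which the text rests. For Chronic PFC they were astrocyte 5 (0.71, highest other 0.78), microglia 35 (-0.41, highest other 0.97), neuron 81 (0.07, highest other 0.73), oligodendrocyte 72 (0.23, highest other 2.75), network 5 (1.55, highest other 2.54) and striatal 7 (1.32, highest other 2.02). Chance was excluded for none of these. For CI PFC they were astrocyte 48 (-0.42, highest other 1.25), microglia 70 (0.11, highest other 1.22), neuron 69 (0.20, highest other 1.08), oligodendrocyte 53 (-1.02, highest other 2.01), network 1 (2.89, highest other 2.65), striatal 2 (1.76, highest other 2.40), immediate early 3 (1.77, highest other 2.44) and meningeal 22 (-1.38, highest other 2.48). Striatal and immediate early genes lay under the bound there. Against the other controls, CI controls 5 and 6 were at -0.51 and -0.69 on average in these lists, and no splits were run without the pair. The striatal score also had r = 0.958 with that of the network genes within groups. No weight is thus put on the striatal and immediate early results of CI PFC. The study chose the network genes on these same CI samples, so their splits decide nothing. For DID PFC they were astrocyte 12 (-0.47, highest other 0.72), microglia 26 (0.45, highest other 0.89), neuron 45 (0.26, highest other 0.78), oligodendrocyte 31 (0.79, highest other 2.29), network 80 (0.19, highest other 3.03), meningeal 31 (-0.90, highest other 2.95) and olfactory bulb 6 (-1.89, highest other 3.47). Chance was excluded for none of these. For LPS PFC they were astrocyte 30 (0.37, highest other 0.96), microglia 1 (1.33, highest other 0.90), neuron 2 (-0.98, highest other 0.98), oligodendrocyte 32 (-0.66, highest other 1.43), network 2 (2.19, highest other 2.24), striatal 14 (0.95, highest other 1.49), immediate early 5 (1.51, highest other 2.01), meningeal 1 (2.91, highest other 2.45), complement 1 (2.20, highest other 1.29), interferon 1 (1.67, highest other 1.32) and blood 1 (2.23, highest other 1.82). Microglia, neuron, network, meningeal, complement, interferon and blood genes lay under the bound there.

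In liver the lists gave these numbers of splits. For Chronic liver they were hepatocyte 12 (-0.43, highest other 0.77), Kupffer 65 (0.24, highest other 2.15), fatty acid oxidation 1 (3.19, highest other 2.07), clock 38 (-0.38, highest other 0.97), glutathione transferase 2 (1.24, highest other 1.3), P450 15 (-0.73, highest other 1.07), reticulum stress 1 (1.22, highest other 1.20), acute phase 1 (-0.92, highest other 0.82) and interferon 8 (-0.87, highest other 1.68). Genes of fatty acid oxidation, glutathione transferase, reticulum stress and the acute phase lay under the bound there. For CI liver they were hepatocyte 67 (-0.15, highest other 0.87), Kupffer 45 (0.54, highest other 2.04), fatty acid oxidation 13 (1.25, highest other 2.43), clock 1 (1.67, highest other 1.28), glutathione transferase 5 (0.87, highest other 1.48), P450 47 (0.34, highest other 1.16), cholesterol synthesis 2 (-2.62, highest other 2.64), acute phase 3 (-0.84, highest other 0.95) and interferon 20 (-0.66, highest other 1.3). Clock, cholesterol synthesis and acute phase genes lay under the bound there. For DID liver they were hepatocyte 50 (-0.15, highest other 0.59), Kupffer 55 (-0.40, highest other 1.72), fatty acid oxidation 1 (1.61, highest other 1.25), clock 23 (0.42, highest other 0.88), glutathione transferase 2 (0.90, highest other 0.91), P450 34 (0.28, highest other 0.71), reticulum stress 9 (-1.29, highest other 2.44), acute phase 6 (-0.92, highest other 1.09) and interferon 88 (0.07, highest other 0.96). Fatty acid oxidation and glutathione transferase genes lay under the bound there. For LPS liver they were hepatocyte 15 (0.43, highest other 0.68), Kupffer 8 (1.29, highest other 1.97), fatty acid oxidation 90 (-0.08, highest other 1.98), clock 1 (1.78, highest other 1.17), glutathione transferase 2 (-0.93, highest other 1.18), P450 3 (-0.85, highest other 1.17), interferon 1 (-1.61, highest other 1.48), fatty acid synthesis 3 (2.11, highest other 2.63), neutrophil 1 (3.20, highest other 2.81), blood 2 (2.10, highest other 2.14), stellate 7 (1.3, highest other 2.54), sinusoidal endothelial 6 (0.86, highest other 1.36) and acute phase 56 (-0.28, highest other 1.10). Clock, glutathione transferase, P450, interferon, fatty acid synthesis, neutrophil and blood genes lay under the bound there. Of the lists under the bound, fatty acid oxidation in Chronic and DID liver also passed camera with an estimated correlation, and no other liver list did.

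Lists that belong at none of the paper's claims gave these values by camera with the preset correlation. Endothelial genes had a mean t of 0.10 in Chronic (17 genes, adjusted p = 0.874), -0.70 in CI (16 genes, adjusted p = 0.0400, and 0.561 with an estimated correlation), 0.20 in DID (16 genes, adjusted p = 0.589) and 0.88 in LPS (16 genes, adjusted p = 0.0177, and 0.417 with an estimated correlation). Choroid plexus genes had a mean t of -0.56 in CI (3 genes, adjusted p = 0.529). Clock genes had a mean t of 0.34 in Chronic (17 genes, adjusted p = 0.432), 0.99 in CI (17 genes, adjusted p = 0.00213, and 0.206 with an estimated correlation), 0.23 in DID (17 genes, adjusted p = 0.548) and 0.76 in LPS (17 genes, adjusted p = 0.0367, and 0.446 with an estimated correlation). Glucocorticoid target genes had a mean t of 0.03 in Chronic (14 genes, adjusted p = 0.949), 0.49 in CI (15 genes, adjusted p = 0.192), -0.99 in DID (16 genes, adjusted p = 5.5e-04, and 0.206 with an estimated correlation) and 1.09 in LPS (15 genes, adjusted p = 0.00371, and 0.263 with an estimated correlation). Heat shock genes had a mean t of -0.26 in Chronic (16 genes, adjusted p = 0.432), -0.37 in CI (14 genes, adjusted p = 0.363), -0.16 in DID (16 genes, adjusted p = 0.590) and -0.18 in LPS (15 genes, adjusted p = 0.736).

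Of the liver lists named next, lymphocyte genes after LPS and growth hormone genes in DID passed with the preset correlation, and no other did. Hepatocyte genes had a mean t of -0.43 in Chronic (20 genes, adjusted p = 0.332), -0.15 in CI (20 genes, adjusted p = 0.735), -0.15 in DID (20 genes, adjusted p = 0.701) and 0.43 in LPS (20 genes, adjusted p = 0.308). Lymphocyte genes had a mean t of -1.15 in Chronic (3 genes, adjusted p = 0.280), -0.58 in CI (3 genes, adjusted p = 0.587) and 2.22 in LPS (3 genes, adjusted p = 0.0159). Ethanol metabolism genes had a mean t of 0.68 in Chronic (12 genes, adjusted p = 0.223), 0.18 in CI (12 genes, adjusted p = 0.786), 0.58 in DID (12 genes, adjusted p = 0.134) and -0.25 in LPS (12 genes, adjusted p = 0.7). Bile acid genes had a mean t of 0.08 in Chronic (19 genes, adjusted p = 0.909), -0.23 in CI (20 genes, adjusted p = 0.602), 0.21 in DID (19 genes, adjusted p = 0.561) and -0.50 in LPS (19 genes, adjusted p = 0.275). Growth hormone genes had a mean t of -0.77 in Chronic (17 genes, adjusted p = 0.0758), -0.48 in CI (15 genes, adjusted p = 0.297), -0.79 in DID (16 genes, adjusted p = 0.0159, and 0.286 with an estimated correlation) and -0.33 in LPS (16 genes, adjusted p = 0.548).

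Other lists that passed with the preset correlation but not with an estimated one had a mean t of, in CI PFC interferon -0.95 (adjusted p = 0.00233, and 0.446 with an estimated correlation) and complement -0.77 (adjusted p = 0.0285, and 0.561 with an estimated correlation), in Chronic liver cholesterol synthesis -0.82 (adjusted p = 0.0473, and 0.598 with an estimated correlation), in CI liver sinusoidal endothelial 0.95 (adjusted p = 0.0181, and 0.358 with an estimated correlation) and reticulum stress -0.90 (adjusted p = 0.0176, and 0.331 with an estimated correlation) and in LPS liver reticulum stress -0.996 (adjusted p = 0.0137, and 0.358 with an estimated correlation). Of 65 tests of 17 lists in PFC 28 passed camera with the preset correlation, and of 73 tests of 19 lists in liver 32 did. With an estimated correlation as well, 2 did in PFC, microglia and complement genes after LPS, and 2 in liver, fatty acid oxidation genes in Chronic and DID. Cyp27a1, which oxidizes sterols, fell by 0.24 in Chronic liver (adjusted p = 0.0238), while Cyp7a1 was at -1.02 (adjusted p = 0.0662). In PFC the clock genes Ciart (0.33, adjusted p = 0.0948) and Arntl (-0.15, adjusted p = 0.0953) were the leading members of that list after LPS, and Ciart rose by 0.51 in liver (adjusted p = 0.00183). Y-linked genes, a check of the samples, gave 0 or 2 symbol matches per comparison in these female mice. The current and the older symbol of a probe were counted separately, so 2 matches can come from a single probe.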
